# Brg1 modulates enhancer activation in mesoderm lineage commitment

**DOI:** 10.1242/dev.109496

**Published:** 2015-04-15

**Authors:** Jeffrey M. Alexander, Swetansu K. Hota, Daniel He, Sean Thomas, Lena Ho, Len A. Pennacchio, Benoit G. Bruneau

**Keywords:** Chromatin, Enhancers, Gene expression, Histone modification, Mesoderm, Stem cells

## Abstract

The interplay between different levels of gene regulation in modulating developmental transcriptional programs, such as histone modifications and chromatin remodeling, is not well understood. Here, we show that the chromatin remodeling factor *Brg1* is required for enhancer activation in mesoderm induction. In an embryonic stem cell-based directed differentiation assay, the absence of Brg1 results in a failure of cardiomyocyte differentiation and broad deregulation of lineage-specific gene expression during mesoderm induction. We find that Brg1 co-localizes with H3K27ac at distal enhancers and is required for robust H3K27 acetylation at distal enhancers that are activated during mesoderm induction. *Brg1* is also required to maintain Polycomb-mediated repression of non-mesodermal developmental regulators, suggesting cooperativity between Brg1 and Polycomb complexes. Thus, *Brg1* is essential for modulating active and repressive chromatin states during mesoderm lineage commitment, in particular the activation of developmentally important enhancers. These findings demonstrate interplay between chromatin remodeling complexes and histone modifications that, together, ensure robust and broad gene regulation during crucial lineage commitment decisions.

## Abstract (precis)

**SUMMARY**: The chromatin remodeling factor Brg1 is essential for mesoderm induction and, by modulating active and repressive chromatin states, is involved in promoting the activation of dynamic enhancers.

## INTRODUCTION

The emergence of individual cell types during development relies on the correct sets of genes becoming activated, while inappropriate sets of genes are simultaneously repressed. This process is achieved in large part by modifying chromatin structure, which packages the genome within the nucleus and affects multiple facets of gene regulation (Ho and Crabtree, 2010).

Histone modifications annotate the genome by marking active, repressed and other functional domains singly or in combination (Zhou et al., 2011). For example, trimethylation of histone H3 lysine 27 (H3K27me3), deposited by the Polycomb repressive complex 2 (PRC2), is associated with gene silencing (Surface et al., 2010). In embryonic stem cells (ESCs), PRC2 targets a broad group of developmental regulators for silencing to ensure appropriate lineage-specific gene expression (Surface et al., 2010). Conversely, acetylated histone H3 lysine 27 (H3K27ac) is a hallmark of active chromatin and, in particular, of enhancers, non-coding DNA elements that regulate tissue-specific gene expression patterns (Calo and Wysocka, 2013). Enhancer occupancy by H3K27ac is highly dynamic during cellular differentiation, yet the factors that modulate H3K27ac occupancy at promoters and enhancers remain poorly understood.

Eukaryotes use ATP-dependent chromatin remodelers to unwind, slide and/or evict individual nucleosomes (Ho and Crabtree, 2010; Wu et al., 2009). In mammals, the Swi/Snf-like Brg1/Brm-associated factor (BAF) chromatin-remodeling complexes include 10-12 interchangeable subunits and function in regulating cell-cycle progression, DNA repair and development (Ho and Crabtree, 2010). Remodeling activity is mediated by the ATPase subunit, which is encoded by either *Brg1* (also known as *Smarca4*) or the related gene *Brm* (also known as *Smarca2*). *Brg1* is essential for embryonic development and maintenance of pluripotency, whereas *Brm* knockout mice are viable (Bultman et al., 2000; Ho et al., 2009; Reyes et al., 1998), arguing that *Brg1* is the consequential ATPase during development. *Brg1* is required in numerous tissue and cell types *in vivo* (Ho and Crabtree, 2010), including multiple cell types within the cardiac lineage (Hang et al., 2010; Stankunas et al., 2008; Takeuchi and Bruneau, 2009; Takeuchi et al., 2011). How BAF complexes function to regulate gene expression within these cell lineages is still poorly understood.

A comprehensive picture of *Brg1* function during development necessitates detailed understanding not only of the regulatory loci bound by Brg1 but also its functional activity at these regions, including how this activity facilitates the transitions between distinct chromatin states – marked by histone modifications – that occur during cell differentiation. Such questions bear on fundamental features of chromatin regulation, namely how epigenetic modification and chromatin remodeling are deployed during development to modify the chromatin template in a coordinated fashion. Brg1 is found at distal regulatory regions (Euskirchen et al., 2011; Hu et al., 2011; Morris et al., 2014; Rada-Iglesias et al., 2011; Yu et al., 2013), but the role of Brg1 at these regions remains poorly understood. Here, we investigate the function of *Brg1* during embryonic stem cell differentiation. We find that loss of *Brg1* leads to disruption of cardiomyocyte differentiation and dysregulation of lineage-specific gene expression during mesoderm induction. Furthermore, we find that *Brg1* is required for robust H3K27 acetylation, predominately at distal enhancers that transition from inactive to active states during mesoderm induction. *Brg1* is also required to maintain Polycomb-mediated repression of non-mesodermal developmental regulators through deposition of H3K27me3, suggesting cooperativity between Brg1 and Polycomb complexes.

## RESULTS

### Essential BAF complex subunits are enriched at early stages of cardiac differentiation

To gain deeper insight into how chromatin is regulated during cardiac differentiation, we analyzed our published expression datasets (Wamstad et al., 2012) to identify the expression patterns of known chromatin regulators. We selected genes annotated with involvement in chromatin remodeling (Gene ontology category GO0006338) or covalent chromatin modification (GO00016569), and clustered their gene expression patterns across four stages of cardiomyocyte differentiation: ESCs, mesodermal precursors (MES), cardiac precursors (CP) or functional cardiomyocytes (CMs) (supplementary material Table S1). This analysis classified chromatin regulators into three expression patterns (Fig. 1A). We identified one cluster with high expression in ESCs and reduced expression upon exit of the pluripotent state. Within this group were the *de novo* DNA methyltransferase *Dnmt3b*, which modulates DNA methylation levels in the early mouse embryo (Okano et al., 1999), and *Dpy30*, a member of MLL family complexes that is required for differentiation of ESCs (Jiang et al., 2011) (Table 1). Expression in a second cluster peaked at the MES stage, followed by downregulation in differentiated CMs. Many BAF complex subunits demonstrated this expression pattern, including the essential core subunits *Baf57* (*Smarce1* – Mouse Genome Informatics) and *Baf47* (*Smarcb1* – Mouse Genome Informatics) and the enzymatic subunit *Brg1* (Ho and Crabtree, 2010; Wu et al., 2009). The last expression cluster demonstrated increased CM expression; within this group were *Smyd1*, a known regulator of cardiac development (Gottlieb et al., 2002); *Hdac9*, which modulates the hypertrophic response (Zhang et al., 2002); and *Jmjd3* (*Kdm6b* – Mouse Genome Informatics), a histone H3 lysine 27 demethylase. This cluster also contained multiple components of BAF complexes, including *Baf60c* (*Smarcd3* – Mouse Genome Informatics), *Brm*, *Baf170* (*Smarcc2* – Mouse Genome Informatics), *Baf45c* (*Dpf3* – Mouse Genome Informatics), *Baf45d* and *Baf250b* (*Arid1b* – Mouse Genome Informatics), suggesting that BAF complexes undergo subunit switching during cardiomyocyte differentiation analogous to that observed in the nervous system (Ho and Crabtree, 2010; Wu et al., 2009).

**Table 1.**
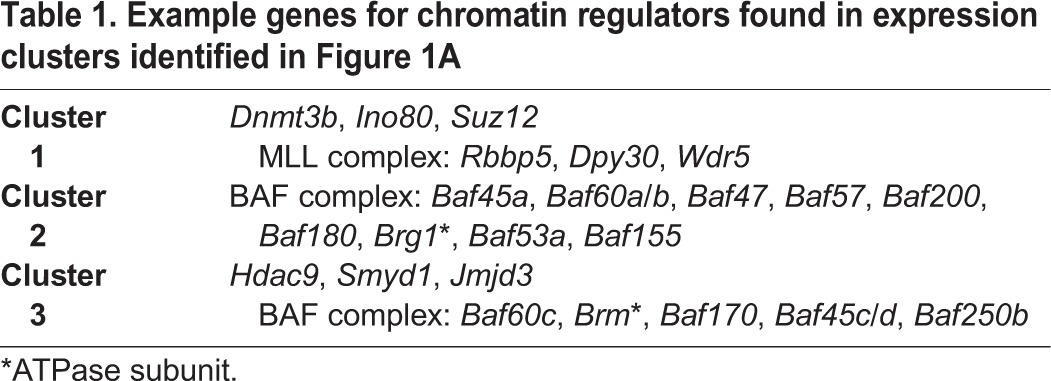
**Example genes for chromatin regulators found in expression clusters identified in Figure 1A**

**Fig. 1.**
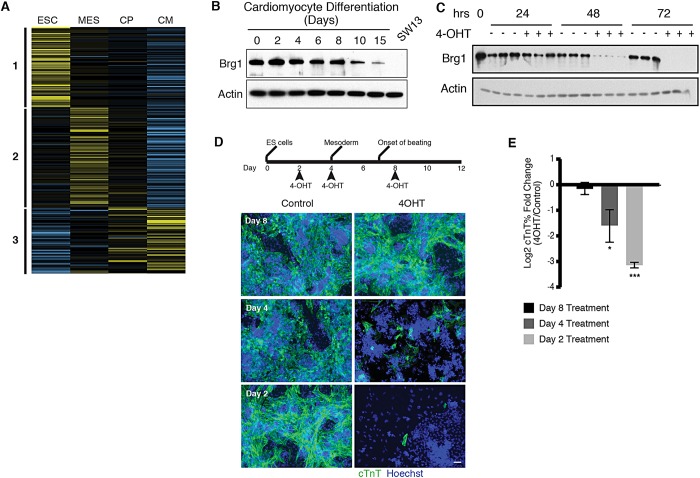
***Brg1* is required for directed differentiation of ESCs to cardiomyocytes (CMs).** (A) Heat map representation of clustering analysis of RNA expression of chromatin regulators at four stages of directed CM differentiation identifies three expression patterns. Chromatin regulators include genes annotated with GO terms GO0006338 and GO00016569 and additional known regulators. (B) Western blot analysis demonstrates reduced abundance of Brg1 at late stages of CM differentiation. Lysate from the adrenal carcinoma SW13, which does not express Brg1, was used as a negative control. Actin was used as a loading control. (C) Western blot analysis of a 4-OHT treatment time course in *Brg1^f/f^; Actin-CreER* ESCs. Loss of Brg1 expression is near complete after 48 h of 4-OHT treatment. (D) Control (vehicle only, THF) or 4-OHT was added after 2, 4 and 8 days of differentiation to mediate *Brg1* deletion, and the presence of cardiomyocytes was determined by immunofluorescence for cTnT at day 12. Scale bar: 50 µm. (E) Comparison of percentage of cTnT^+^ cells for control or 4-OHT-treated cultures measured by flow cytometry. *P<0.05, ***P<0.001; one-sample *t*-test.

### *Brg1* is required to induce mesoderm and cardiac markers from embryonic stem cells

Dynamic expression of BAF complex subunits suggested that these complexes play distinct roles at different stages of cardiac differentiation. We confirmed that Brg1 protein is more abundant at early stages of cardiac differentiation than in late-stage cultures enriched for differentiated CMs (Fig. 1B). The enrichment of *Brg1* in mesoderm precursors suggested that BAF complexes perform a broad and uncharacterized function in the early progenitors of the cardiac lineage.

To investigate the function of *Brg1* at distinct stages of cardiac differentiation, we used directed CM differentiation (see supplementary material Methods) in a mouse ESC line with two floxed alleles of *Brg1* and a constitutively expressed Cre recombinase-estrogen receptor fusion protein (*Brg1*^f/f^;*Actin-CreER*) (Ho et al., 2011, 2009). Adding 4-hydroxytamoxifen (4-OHT) led to efficient deletion of the floxed allele and loss of Brg1 protein, which was near-complete 48 h after 4-OHT treatment and undetectable by 72 h (Fig. 1C). Treatment of differentiating cultures with 4-OHT allowed for controlled deletion of *Brg1* at specific stages of differentiation and allowed for the comparison of control and treatment groups within a single differentiation, which limited confounding effects from differentiation variability. We added 4-OHT at three time points: during the induction of MES (day 2), as mesodermal precursors are differentiating towards CMs (day 4), and after the appearance of beating CMs (day 8) (Fig. 1D). Cultures treated with 4-OHT at day 8 showed no discernable differences from control cultures: they continued to contract many days after addition of 4-OHT and had comparable numbers of cardiac troponin T (cTnT; Tnnt2 – Mouse Genome Informatics)-positive CMs (Fig. 1D,E). By contrast, cultures treated with 4-OHT at day 2 or day 4 had fewer cTnT^+^ CMs than controls. This was most striking in cultures treated with 4-OHT at day 2, which had a near-complete loss of cTnT^+^ CMs. Whereas control-treated cultures expand to generate dense layers, containing multiple fibers of interconnected CMs after mesoderm induction, cultures treated with 4-OHT at day 2 failed to expand in these conditions, giving rise to a sparse monolayer of differentiated cells (supplementary material Fig. S1A,B). Treatment of wild-type ESCs undergoing the same differentiation protocol with 4-OHT did not affect their ability to differentiate (supplementary material Fig. S1C). Thus, *Brg1* is required for the differentiation of embryonic stem cells to CMs.

As addition of 4-OHT at day 2 would lead to deletion of *Brg1* during mesoderm induction, we examined mesodermal markers during differentiation of ESCs. We differentiated *Brg1*^f/f^;*Actin-CreER* ESCs for 2 days as embryoid bodies (EBs) in serum-free medium and induced MES by treating these cultures with Vegf, activin A (Inhba – Mouse Genome Informatics) and Bmp4 in the presence of 4-OHT or vehicle control for 40 h, analogous to the first 4 days of our directed CM differentiation protocol. We measured the induction of Flk-1 (also known as *Kdr*) and Pdgfra, receptor tyrosine kinases expressed on cardiogenic mesodermal cells (Kattman et al., 2011). Whereas control cultures showed robust induction of Pdgfra by flow cytometry, *Brg1*-deleted cultures showed a clear reduction in the number of Pdgfra- and Flk1-expressing cells (*n*=3; Fig. 2A). Similarly, *Brg1*-deleted cultures showed reduced expression of the mesodermal marker *Mesp1* (Fig. 2B). The remaining expression still observed for Pdgfra, Flk-1 and *Mesp1* in these experiments might be the result of residual Brg1 activity, as mesoderm is induced concomitant with addition of 4-OHT, leading to a gradual loss of Brg1 protein during mesoderm induction. Taken together, these data demonstrate that *Brg1* is required in ESCs for robust induction of molecular markers of mesoderm.

**Fig. 2.**
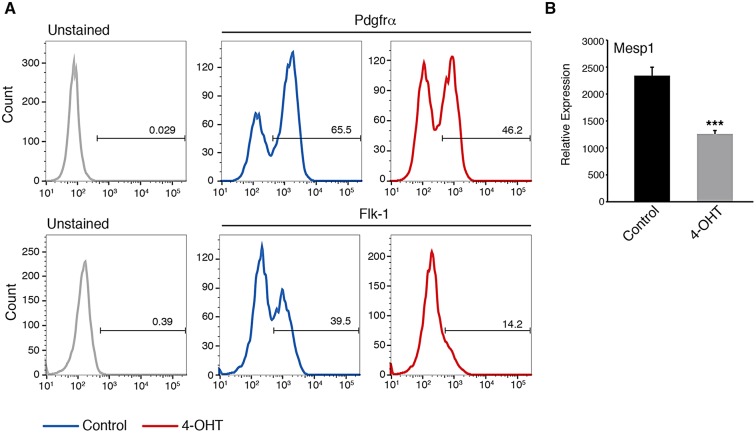
**Brg1 is required for robust induction of mesodermal markers.** (A) Flow cytometry for Pdgfra and Flk-1 at day 4 of differentiation demonstrates a lower percentage of cells expressing these mesoderm markers in cultures deleted for *Brg1*. (B) Quantitative PCR demonstrates reduced expression of *Mesp1* in day 4 cultures depleted for *Brg1*. ***P<0.001; Student's *t*-test.

### *Brg1* is required for gene activation and maintenance of gene repression during mesoderm differentiation

To identify the *Brg1*-dependent transcriptional program during mesoderm differentiation, we collected cultures before mesoderm induction (day 2) and cultures 40 h after treatment with Vegf, activin A and Bmp4 (day 4) that had been treated with either 4-OHT or control, and measured global gene expression by RNA-seq (Fig. 3A). This allowed identification of the transcriptional changes that occur normally during mesoderm differentiation, in addition to genes differentially expressed between 4-OHT and control. In this way, we could determine whether *Brg1*-dependent genes demonstrate a common expression pattern during mesoderm induction. Using stringent criteria (FDR=1%, fold change ≥2), we identified 350 downregulated and 502 upregulated genes in *Brg1*-deleted cultures (Fig. 3B; supplementary material Table S2). This analysis demonstrated that *Brg1* was downregulated more than tenfold in *Brg1*-deleted cultures, confirming the efficacy of the genetic deletion. Among the downregulated genes were *Flk1* and *Mesp1*, mesodermal markers that demonstrated reduced induction by flow cytometry or quantitative PCR. We also found other genes essential for mesoderm development, of which the expression was reduced by loss of *Brg1*, including *Cxcr4*, *Cyp26a1* and *Snai1*. *Cxcr4* is expressed in Flk-1/Pdgfra-expressing mesoderm and mediates differentiation towards the cardiac lineage. *Cyp26a1* modulates retinoic acid signaling, a crucial regulator of mesodermal patterning (Aulehla and Pourquié, 2010; Chiriac et al., 2010; Nelson et al., 2008). *Snai1* is a transcriptional repressor that controls epithelial-to-mesenchymal transition (EMT) and mesoderm morphology *in vivo* (Carver et al., 2001). Gene ontology (GO) analysis revealed that downregulated genes were enriched for genes involved in cell adhesion as well as those associated broadly with development (multicellular organismal process) and signaling (molecular transducer activity) (Table 2; supplementary material Table S3). These findings are consistent with defective induction of mesodermal genes in *Brg1*-deficient cultures. *Pdgfra*, which had reduced expression, as measured by flow cytometry (Fig. 2A), was downregulated 1.93-fold in our RNA-seq analysis and thus fell slightly below our stringent criteria for significance. Therefore, our statistical cutoff is probably a conservative estimate of *Brg1*-dependent gene expression.

**Table 2.**
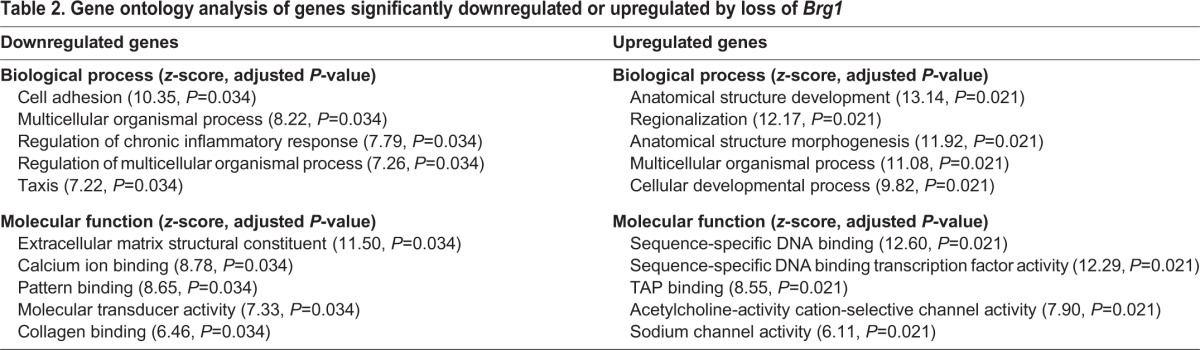
**Gene ontology analysis of genes significantly downregulated or upregulated by loss of *Brg1***

**Fig. 3.**
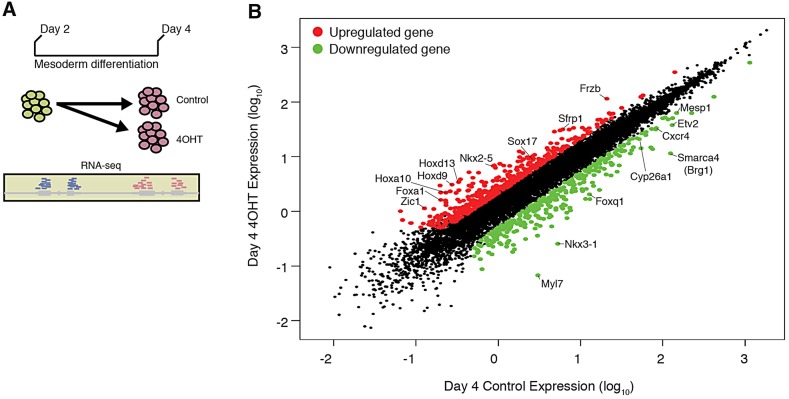
**Global expression analysis of *Brg1*-deleted mesodermal cultures reveals dysregulation of essential developmental genes.** (A) Cartoon of the RNA-seq experimental design. (B) Day 4 expression in control samples plotted versus day 4 expression in 4-OHT-treated samples. Genes significantly changed (>twofold change, FDR=1%) are colored in red and green for upregulated and downregulated, respectively. Example genes are highlighted.

Examination of the genes upregulated by loss of *Brg1* (Fig. 3B) revealed Wnt signaling ligands (*Wnt8a*, *Wnt9a*, *Wnt7b*, *Wnt4*, *Wnt10a* and *Wnt6*), Wnt antagonists (*Sfrp1* and *Frzb*), and numerous developmental transcription factors (TFs). The latter included TFs from the Fox, Tbx, Mef2, Dlx, Runx, Pax, Lhx, Six, Nkx, Sox, Pou, Cdx, Irx and Hox TF families. GO analysis was consistent with this finding; upregulated genes demonstrated strong enrichment for genes associated with development, morphogenesis and transcription factor function (Table 2). Investigation of expression data from a broad range of murine tissues and cell types confirmed that upregulated TFs are expressed in many distinct and non-overlapping lineages (supplementary material Fig. S2), demonstrating that loss of *Brg1* does not result in differentiation of ESCs towards a single, non-mesodermal lineage. Strikingly, many (18 of 38) *Hox* genes, representing all four *Hox* clusters, were upregulated in *Brg1*-deleted mesoderm.

Within genes significantly upregulated by loss of *Brg1* were numerous TFs that function during heart development, despite the striking defect for these cultures to generate cardiomyocytes at subsequent stages. This group included the well-characterized regulators of skeletal and cardiac myogenesis *Myocd* and *Mef2b* as well as conserved cardiogenic factors *Tbx5* and *Nkx2-5.* Of particular note was *Nkx2-5*, the expression of which increased more than sevenfold in *Brg1*-deficient mesoderm. Our previous studies (Wamstad et al., 2012) have shown that these factors are expressed at low levels in mesodermal cultures, becoming robustly expressed only later, concomitant with the onset of cardiomyocyte differentiation. We did not observe broad upregulation of markers of cardiomyocytes in these cultures, suggesting instead that the upregulation of these cardiogenic TFs reflects the broader misexpression of inappropriate developmental regulators in *Brg1*-deficient mesodermal cultures.

*Brg1* might function to facilitate dynamic changes in gene expression that occur during mesoderm induction or might be required to maintain active and repressed transcriptional states. To better understand the function of *Brg1* in transcriptional regulation of mesoderm differentiation, we investigated the expression patterns of *Brg1*-dependent genes during this process. We rank-ordered genes based on fold change in gene expression during normal mesoderm differentiation (day 4 control versus day 2) and compared normal and *Brg1*-deleted mesoderm differentiation. We limited our analysis to only those genes measured by RNA-seq in all three experimental conditions. We found that the majority (82%) of genes downregulated by loss of *Brg1* are activated during normal mesoderm induction (Fig. 4A, left bar); *Brg1* deletion during mesoderm induction led to less robust activation for these genes (Fig. 4A, right bar). By contrast, genes upregulated by loss of *Brg1* showed a tendency for repression during normal mesoderm differentiation. We found that upregulated genes were generally expressed at very low levels in normal mesodermal cultures (supplementary material Fig. S3). Loss of *Brg1* leads to derepression of these genes during mesoderm differentiation. Collectively, our global gene expression analysis supports broad roles for *Brg1* in gene activation and maintaining gene repression of key developmental regulators during mesoderm differentiation of ESCs.

**Fig. 4.**
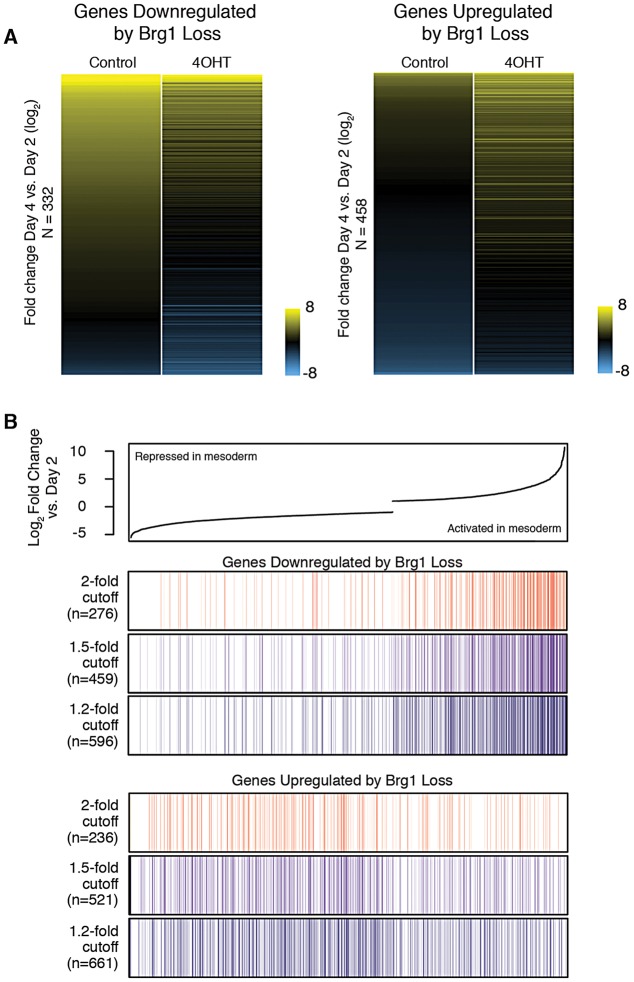
***Brg1* is required for gene activation and maintenance of gene silencing during mesoderm differentiation.** (A) Heat map of log_2_-fold change in expression during mesoderm differentiation for genes significantly downregulated or upregulated by loss of *Brg1*. (B) (Top) Genes are rank-ordered based on log_2_-fold change in expression between day 4 control and day 2 (normal mesoderm differentiation). Only genes significantly changed during mesoderm differentiation are shown. (Bottom) Color bars depict distribution of genes downregulated by loss of *Brg1* by numerous fold change cut-offs. Colors vary only for ease of visualization and do not correlate to numerical values. Each vertical line represents a single dysregulated gene. Genes downregulated by loss of *Brg1* cluster to the right, suggesting a role for *Brg1* in gene activation during mesoderm differentiation. Conversely, genes upregulated by loss of *Brg1* are more often found repressed during mesoderm differentiation. *N* indicates the number of *Brg1*-dependent genes shown.

We next investigated to what extent *Brg1* is required for transcriptional change during mesoderm induction. We identified genes differentially expressed between day 4 control and day 2 (FDR=1%, fold change ≥2), categorized these genes as either activated or repressed during mesoderm induction, and overlapped these gene sets with *Brg1*-dependent genes. This analysis revealed that 18% of genes activated during normal mesoderm differentiation (i.e. significantly higher expression at day 4) had reduced expression in *Brg1*-deleted mesodermal cultures, compared with just 2% of repressed genes. Mesoderm-activated genes were considerably enriched for those dependent on *Brg1* for expression (Fig. 4B). This demonstrates that a substantial proportion of the mesoderm transcriptional program requires *Brg1* for proper activation.

### *Brg1* is required for H3K27ac enrichment at dynamically activated enhancers proximal to dysregulated genes

To better understand the mechanism by which *Brg1* affects the mesodermal transcriptional program, we defined the genomic regions bound by Brg1 in mesodermal cultures. To this end, we used ESCs harboring a *Brg1* allele that encodes a 3×-FLAG epitope tag fused to the C-terminal end of Brg1 targeted to the endogenous *Brg1* locus (Attanasio et al., 2014). We confirmed the expression of Brg1-FLAG in cultured pluripotent ESCs (supplementary material Fig. S4). Purification of Brg1-FLAG using an anti-Flag column yielded a staining pattern that closely resembled those published for BAF complexes (Ho et al., 2009; Wang et al., 1996) (supplementary material Fig. S4), consistent with Brg1-FLAG incorporation into BAF complexes. Mass spectrometry of isolated complexes revealed a composition highly similar to previously reported esBAF complexes (Ho et al., 2009) (data not shown). Mice homozygous for the Brg1-FLAG allele are viable, further indicating that the allele is fully functional, and ChIP-seq data, obtained in mouse tissues using this Brg1-FLAG allele, strongly correlated with published Brg1 ChIP-seq data obtained with antisera (Attanasio et al., 2014). We differentiated Brg1-FLAG ESCs to mesodermal precursors and performed chromatin immunoprecipitation and deep sequencing (ChIP-seq) on biological duplicate samples. 

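ChIP-seq sequences the DNA fragments that an antibody, here against FLAG, pulls down with the protein, so that bound positions appear as regions with more reads than input chromatin. The data hold 3 replicates of this experiment at day 4, whereas the paper describes biological duplicates and its text does not name which of the 3 were used, so all 3 are reported here. The sample labels also give *Brg1* f/f;*Actin-CreER* as the genotype of these cells, whereas the paper gives Brg1-FLAG ESCs. For each replicate separately the authors deposited a list of enriched regions with their chromosome, start and end on the mm9 build of the mouse genome, called against input with a Poissonian model at a threshold of 1e-06. The lists hold no score or read count per region, so read depth is unknown and the precision of each replicate is seen only in the number and covered length of its regions. Replicate 1 listed 8021 regions covering 1.08 Mb with a median width of 100 bp, and replicate 2 listed 8257 regions covering 1.34 Mb with a median width of 125 bp. Replicate 3 listed 192 regions covering 0.0250 Mb with a median width of 75 bp. Of the regions of replicate 1, 30.4% overlapped a region of replicate 2, and 17.4% of the bases covered by either of these replicates were covered by both. Of the few regions of replicate 3, 64.6% overlapped replicate 1 and 75.5% overlapped replicate 2. From these lists, regions of the 3 replicates that shared at least 1 bp were merged, and a merged region was called Brg1-bound when at least 2 of the 3 replicates were enriched there.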

FLAG ChIP-seq replicates overlapping H3K27ac-enriched regions were well correlated (r^2^=0.71) and showed modest enrichment that probably reflects the transient and dynamic nature of chromatin remodeler binding. To identify high-confidence Brg1-bound regions from these data, we overlapped statistically enriched peaks identified through an input-corrected Poissonian model across both replicates (Marson et al., 2008) and identified 3027 bound regions distributed throughout the mouse genome (see supplementary material Methods, Table S4). 

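In the lists of all 3 replicates, 2390 merged regions were enriched in at least 2. Of these, 2238 were enriched in replicates 1 and 2 alone, 18 in replicates 2 and 3 alone, 8 in replicates 1 and 3 alone, and 126 in all 3 replicates. A further 5571 merged regions were enriched in replicate 1 alone, 5844 in replicate 2 alone and 38 in replicate 3 alone. The choice of replicates moved this number most. Replicates 1 and 2 without replicate 3 gave 2363 regions, replicates 2 and 3 gave 144, and replicates 1 and 3 gave 123. The Brg1-bound regions of all 3 replicates are therefore largely those shared by replicates 1 and 2.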

Given the modest enrichment of our FLAG ChIP-seq dataset, we expect these regions, statistically enriched in both biological replicates, to represent a conservative estimate of Brg1 occupancy.

To validate Brg1-FLAG-bound regions, we performed ChIP-exo, using an antibody against endogenous Brg1 (Morris et al., 2014) in Brg1-FLAG ESCs differentiated to mesodermal precursors in biological duplicates. As expected, our 3027 Brg1-FLAG-bound regions demonstrated modest but clear enrichment for Brg1 in the ChIP-exo dataset (Fig. 5A), with occupancy characteristics similar to published results (Morris et al., 2014; Shi et al., 2013). Correlation between anti-FLAG and anti-Brg1 ChIP over H3K27ac-enriched regions is 0.52. To further validate these regions and the specificity of the antibody, we performed Brg1 ChIP-exo on differentiating *Brg1*^f/f^;*Actin-CreER* ESCs treated with either THF (control) or 4-OHT (deletion of *Brg1*) for 48 h. Brg1 enrichment, modest but clear in THF-treated samples, was greatly reduced in *Brg1*^f/f^;*Actin-CreER* ESCs treated with 4-OHT. Taken together, we have defined Brg1-bound regions consistently enriched by different methods, which are sensitive to genetic deletion of Brg1. We acknowledge that the modest enrichment only allows the identification of high-confidence high-enrichment regions; therefore, our conclusions regarding the direct function of Brg1 are limited to these regions.

**Fig. 5.**
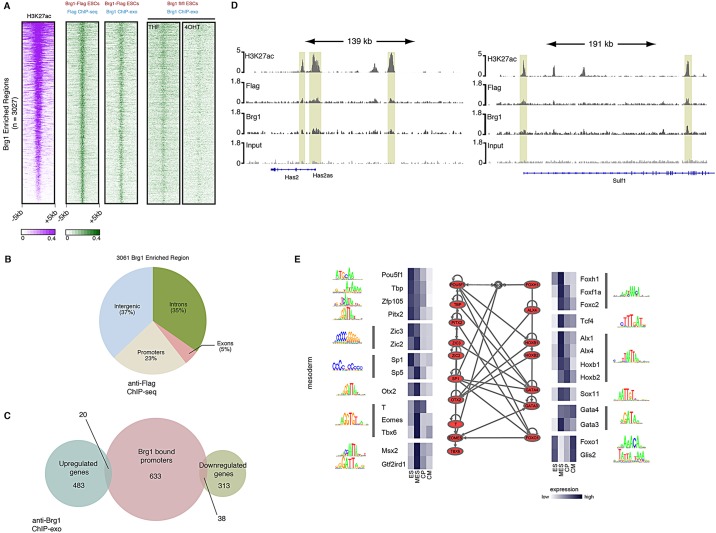
***Brg1* co-localizes with H3K27ac genome-wide.** (A) Density of ChIP-seq reads for H3K27ac, anti-FLAG ChIP-seq and anti-Brg1 ChIP-exo in Brg1-FLAG ESCs, and anti-Brg1 ChIP-exo in THF- and 4-OHT-treated *Brg1^fl/fl^* ESCs. Plots show ±5 kb around the midpoint of each Brg1-enriched region ranked according to H3K27ac density, and demonstrate significant co-localization of Brg1 with H3K27ac. Brg1 is detected at these regions across distinct cell lines and ChIP antibodies, and is lost upon genetic deletion. (B) Distribution of Brg1-enriched regions across the mouse genome. (C) Overlap between genes with Brg1 enrichment within 2.5 kb of the TSS and genes dysregulated by loss of *Brg1* demonstrates little overlap between *Brg1*-dependent genes and Brg1-bound promoters. (D) Co-localization of Brg1 and H3K27ac at example genomic regions. *y*-axis shows reads per bin per million. (E) Motifs enriched at Brg1-occupied enhancer elements. TRANSFAC positional Weight Matrices for each significantly (q<0.001) enriched motif is shown next to transcription factors known to bind these motifs that are expressed at the mesoderm stage (interquartile range-normalized RPKM values are shown). Known regulatory interactions, as identified using the Ingenuity Pathway analysis, are also annotated for each gene.

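At *Has2*, which lies on the minus strand of chromosome 15 from 56497182 to 56526094 (mm9), 3 Brg1-bound regions each lay inside an H3K27ac region called in both control replicates. H3K27ac regions at these loci are merged over the control and 4-OHT lists. One Brg1-bound region from 56526351 to 56526575 lay at the promoter, within an H3K27ac region from 56523426 to 56528300 that overlaps *Has2* and *Has2as*. Another, from 56517126 to 56517300, lay in an intron of *Has2* within an H3K27ac region from 56516376 to 56518025. The third, from 56458801 to 56459000, was intergenic and 67.2 kb downstream of the TSS, within an H3K27ac region from 56457851 to 56459975. An H3K27ac region from 56572576 to 56576550, 48.5 kb upstream in an intron of *Has2as*, held no Brg1-bound region, although 2 of the 3 FLAG replicates each listed a region in it. At *Sulf1*, on the plus strand of chromosome 1 from 12708626 to 12850452, Brg1-bound regions from 12825026 to 12826000 and from 12826501 to 12827000 lay in introns, 117 and 118 kb downstream of the TSS. Both lay within an H3K27ac region from 12824101 to 12827150. The H3K27ac region at the *Sulf1* promoter, from 12707876 to 12709400, overlapped a region of FLAG replicate 1 only and so held no Brg1-bound region.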

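Each of the 2390 Brg1-bound regions was assigned to a promoter when its nearest edge lay within 2.5 kb of one of the 86842 transcriptional start sites (TSSs) in the GENCODE annotation of mm9, and otherwise to an exon, an intron or intergenic sequence. Promoters held 580 regions (24.3%, 95% exact binomial confidence interval 22.6 to 26.0), which covers counting error only. Exons held 44 regions (1.84%, interval 1.34 to 2.46), introns 828 (34.6%, interval 32.7 to 36.6) and intergenic sequence 938 (39.2%, interval 37.3 to 41.2). When the regions were placed at random on their own chromosomes 100 times, a mean of 10.2% fell in promoters, 3.67% in exons, 31.1% in introns and 55.1% in intergenic sequence. The promoter distance moved the promoter share most, from 16.2% at 1 kb to 32.8% at 5 kb.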

Comparison of Brg1-bound regions with genomic annotations revealed Brg1 binding within gene promoters, introns, exons and intergenic regions (Fig. 5B). 

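Of the 22202 protein-coding genes in the annotation, 461 (2.08%) had a Brg1-bound region within 2.5 kb of a TSS. Counting all annotated genes, there were 587. Within 5 kb there were 611 protein-coding genes, and within 1 kb there were 324.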

We identified 691 genes with reproducible binding of Brg1 within 2.5 kb of the transcriptional start site. Some genes in this group were also significantly changed in our RNA-seq dataset. However, an intersection of Brg1-bound promoters with *Brg1*-dependent genes revealed little overlap (Fig. 5C), as observed for other chromatin remodelers (Gelbart et al., 2005; Sala et al., 2011). We find the majority of genes with Brg1 promoter enrichment do not show significant changes in gene expression. Moreover, most *Brg1*-dependent genes lacked robust Brg1 binding within the promoter. This suggests that Brg1 does not predominately modulate gene expression through promoter regulation in differentiating mesoderm.

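The lists of *Brg1*-dependent genes were not used here, so the check covers the genes that the paper names. Of 6 genes named as downregulated by loss of *Brg1* (*Kdr*, *Mesp1*, *Cxcr4*, *Cyp26a1*, *Snai1* and *Pdgfra*), 1 had a Brg1-bound region within 2.5 kb of its TSS. This was *Pdgfra*, whose TSS lies at 75548316 on chromosome 5 and whose downregulation fell below the paper's criteria for significance, so that of the other 5 genes none had such a region. Of 13 genes named as upregulated, 1 had such a region. This was *Frzb*, whose TSS lies at 80287782 on chromosome 2.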

Brg1 localizes to well-characterized enhancers (Bultman et al., 2005) and predicted enhancers genome-wide (Euskirchen et al., 2011; Hu et al., 2011; Rada-Iglesias et al., 2011; Yu et al., 2013). Given that only 23% of Brg1 peaks were found within promoter regions, we hypothesized that Brg1 functions at distal enhancers. To test this, we generated genome-wide maps of H3K27ac in control and 4-OHT-treated mesodermal cultures in biological duplicates. 

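H3K27ac ChIP-seq was performed on *Brg1* f/f;*Actin-CreER* cultures at day 4, after 40 h of induction, treated with 200 nM 4-OHT, which activates the Cre recombinase and deletes *Brg1*, or with solvent alone as control. The authors deposited a list of enriched regions for each of 2 replicates per condition, called over input at a threshold of 1e-12, again without scores or read counts. The control replicates listed 37590 and 41062 regions covering 28.0 and 30.8 Mb, and the 4-OHT replicates listed 36000 and 32161 regions covering 28.5 and 26.1 Mb. The number of regions was 39326 ± 2455 (SD, n = 2) in control and 34080.5 ± 2715 (SD, n = 2) after 4-OHT, a ratio of 0.867 (two-sided exact permutation test, p = 0.333, the smallest p that 2 replicates against 2 allow), and both 4-OHT replicates listed fewer regions than both control replicates. The covered length was 29.4 ± 1.99 Mb (SD, n = 2) in control and 27.3 ± 1.70 Mb (SD, n = 2) after 4-OHT, a ratio of 0.930 (exact permutation test, p = 0.667), with the values of the conditions overlapping. Of the bases covered in either control replicate 68.2% were covered in both, and of those in either 4-OHT replicate 73.0%. Regions that overlapped by at least 1 bp were merged, and those enriched in both control replicates formed the control set. As the lists give no signal per region, a loss of H3K27ac is measured here as a control region that the 4-OHT lists no longer overlap, which depends on the calling threshold and is not a fold change.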

H3K27ac marks active enhancers and can be used to identify putative distal regulatory elements genome-wide (Calo and Wysocka, 2013). Comparison of Brg1-FLAG and H3K27ac ChIP-seq signals at Brg1-enriched loci showed substantial enrichment for H3K27ac at Brg1-bound regions (Fig. 5A; see also Attanasio et al., 2014). Moreover, our ChIP-seq data revealed a high correlation between Brg1 and H3K27ac signals throughout the genome (Fig. 5D; supplementary material Fig. S5). 

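Of the 2390 Brg1-bound regions, 1742 (72.9%, 95% exact binomial confidence interval 71.1 to 74.7) overlapped an H3K27ac region enriched in both control replicates. When the Brg1-bound regions were placed at random on their own chromosomes 10000 times, a mean of 1.67% and at most 2.68% overlapped (one-sided permutation test, p = 0.0001, the smallest that 10000 placements can give). Of the regions of each FLAG replicate alone, 59.3% of replicate 1, 61.0% of replicate 2 and 71.4% of replicate 3 overlapped these H3K27ac regions.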

Using our genome-wide maps of H3K27ac, we identified 16,724 putative enhancer regions distal (>2.5 kb) from the transcriptional start site. 

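Of 27332 H3K27ac regions enriched in both control replicates, 13914 (50.9%) lay more than 2.5 kb from any annotated TSS. These distal regions had a median width of 700 bp and covered 13.9 Mb. The remaining 13418 regions, at promoters, had a median width of 1025 bp and covered 17.6 Mb. The way in which replicates were joined moved the number most. Regions enriched in either control replicate gave 28566 distal regions, and control replicates 2 and 1 alone gave 24276 and 21048.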

Strikingly, we found that 68% of Brg1-bound regions distal to transcriptional start sites overlapped with predicted enhancer regions (*P*<0.0001; 10,000 permutations). Thus, Brg1 associates with a proportion of H3K27ac-marked enhancers genome-wide in mesodermal cultures.

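Of the 1810 Brg1-bound regions over 2.5 kb from a TSS, 1220 (67.4%, 95% exact binomial confidence interval 65.2 to 69.6) overlapped 1 of the 13914 predicted enhancers by at least 1 bp. Random placement gave a mean of 0.754% and at most 1.82% (one-sided permutation test, p = 0.0001, the smallest that 10000 placements can give). Seen from the enhancers, 1058 of 13914 (7.60%, interval 7.17 to 8.06) were overlapped by a Brg1-bound region. The pair of FLAG replicates moved the share most, to 81.3% with replicates 2 and 3. From the overlap of distal Brg1-bound regions with predicted enhancers, the paper concludes that Brg1 associates with a proportion of H3K27ac-marked enhancers.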

We searched Brg1-bound enhancers for enriched transcription factor DNA binding motifs that might predict a mechanism for site-specific recruitment of Brg1. H3K27ac^+^ Brg1-bound regions were scanned using the ‘match’ algorithm of TRANSFAC. 

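Consensus sites for 10 factors or factor families shown in Fig. 5E were counted on both strands in the 500 bp at the centre of each of the 13914 predicted enhancers. An exact match to a short consensus was required in place of a TRANSFAC matrix, and the search was chosen after the region lists had been seen. The T-box site AGGTGTGA occurred in 4.63% of the 1058 Brg1-bound and 2.83% of the 12856 unbound enhancers (Fisher's exact test, p = 0.00353 after Benjamini-Hochberg adjustment over the 10 sites). The GATA site AGATAAG occurred in 11.8% and 8.03% (Fisher's exact test, adjusted p = 2.34e-04), and the Fox site TGTTTAC in 9.74% and 7.03% (adjusted p = 0.00353). The sites for Foxh1 and Zic were also more frequent in bound enhancers with an adjusted p under 0.05. The sites for Pou5f1, Sp1 and Sp5, Sox11, and Tcf4 did not differ. The median GC content was 47.6% in bound and 47.4% in unbound enhancers, and within 10 groups of equal GC content each of these sites kept its side of this threshold. Enhancers were not grouped by width here, and the median width was 1700 bp in bound and 650 bp in unbound enhancers. In enhancers narrower than 500 bp the window also holds flanking sequence, so a difference of width cannot be told apart from Brg1 binding. Enhancers are not replicates, so these tests describe the enhancers of these libraries.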

A number of motifs were significantly enriched (q<0.001), with many belonging to well-known regulators of mesodermal differentiation, including T-box, GATA and Fox factors, which function in a highly interactive network (Fig. 5E). 

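Across the 10 consensus sites, the share of Brg1-bound enhancers with a site was between 0.988 and 1.64 times the share of unbound enhancers. The largest ratio was that of the T-box site. The ratios were 1.47 for the GATA site, 1.41 for the Foxh1 site, 1.38 for the Fox site and 1.25 for the Zic site.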

Although enrichments were highly significant, fold enrichment in motif abundance between Brg1-associated enhancers and all enhancers was modest (between 1.11- and 1.95-fold enrichment). We conclude that Brg1-bound enhancers are enriched for specific developmental TFs, but it is unlikely that these factors alone direct Brg1 occupancy, and might instead reflect bias in Brg1 recruitment to developmentally regulated enhancers.

The presence of Brg1 at enhancers suggests that Brg1 regulates transcriptional activation during mesoderm induction through modulation of enhancer activity. We therefore asked whether H3K27ac levels were altered in *Brg1*-deleted mesodermal cultures. To this end, we compared H3K27ac genome-wide maps from control and 4-OHT-treated mesodermal cultures, and rank-ordered promoter and enhancer regions based on fold change in H3K27ac in *Brg1*-deleted cultures. 

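At promoters, defined as H3K27ac regions within 2.5 kb of a TSS, 91.9% of the 13418 control regions were overlapped by a region of 4-OHT replicate 1 and 92.3% by a region of replicate 2 (mean 92.1% ± 0.253, SD, n = 2). In either 4-OHT replicate 94.0% were overlapped (95% exact binomial confidence interval 93.5 to 94.4), and 811 regions were missing from both. The median log2 ratio of the covered length per region, taken as the mean over the 4-OHT replicates against the mean over the control replicates with a pseudocount of 25 bp, was 0.01 at promoters, a measure chosen after the lists had been seen.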

We found that levels of H3K27ac were largely unchanged at promoter regions (median log_2_-fold change=0.07), although downregulated genes showed clear reductions in H3K27ac levels proximal to the TSS, probably reflecting decreased transcriptional activity at these genes (supplementary material Fig. S6). In contrast to promoter regions, we observed a global reduction in H3K27ac levels at predicted enhancer regions in *Brg1*-deleted cultures (median log_2_-fold change=−0.39) (Fig. 6A). 

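Of the 13914 distal control regions, 59.8% were overlapped by a region of 4-OHT replicate 1 and 62.3% by a region of replicate 2 (mean 61.0% ± 1.71, SD, n = 2), well below both values at promoters. In either 4-OHT replicate 66.9% were overlapped (interval 66.2 to 67.7), and 4600 regions were missing from both. The odds of a distal region being overlapped were 0.130 times those of a promoter region (two-sided Fisher's exact test, p below 1e-300), where regions are counted and not replicates. The alternative that moved this odds ratio most was to leave out control replicate 2, which gave 0.203. In the opposite direction, 12.6% of the 10785 distal regions enriched in both 4-OHT replicates were missing from both control lists, against 33.1% from control to 4-OHT. At promoters the shares were 5.63% and 6.04%. The median log2 ratio of covered length was -1.15 at distal regions. Of the 27332 control regions, promoter and distal together, 5411 were missing from both 4-OHT lists. The widest of them were 3625 bp at a promoter in *Gna14* on chromosome 19 from 16511226 to 16514850, 3600 bp of intergenic sequence on chromosome 17 from 45363451 to 45367050 with *Cdc5l* as the nearest protein-coding gene at 205 kb, and 3125 bp at a promoter in *Pdgfrb* on chromosome 18 from 61204851 to 61207975.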

Consistent with a functional role for enhancer activity in the transcriptional changes seen in *Brg1*-deleted cultures, we observed a correlation between changes in H3K27ac seen at an enhancer and changes in expression of its nearest gene (Fig. 6B). This relationship was observed despite limitations of computational approaches in predicting enhancer-gene regulatory pairs. Furthermore, we found that enhancers proximal to significantly downregulated genes showed greater reductions in H3K27ac compared with all putative enhancers (Fig. 6C). These findings support a functional role for *Brg1*-dependent enhancer activity in the transcriptional control of mesoderm differentiation.

**Fig. 6.**
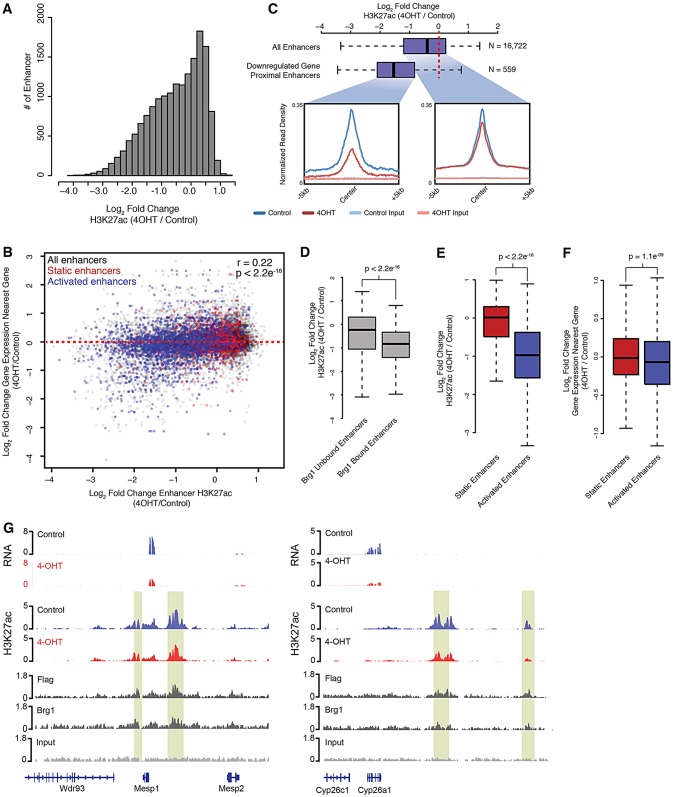
***Brg1* is required for enhancer activation in differentiating mesodermal cultures.** (A) Histogram of log_2_-fold change in H3K27ac at predicted enhancers. (B) Scatterplot of log_2_-fold change of H3K27ac at predicted enhancers and the log_2_-fold change in gene expression between day 4 4-OHT and day 4 control cultures of the nearest gene to each enhancer plotted. Red and blue dots highlight enhancers marked by H3K27ac in undifferentiated ESCs and mesodermal cultures (static enhancers), and those marked in mesoderm cultures only (activated enhancers), respectively. (C) Box plots of log_2_-fold change of subsets of predicted enhancers with read density profiles of each enhancer cohort. Enhancers associated with downregulated genes include enhancers of which the most proximal gene is significantly downregulated in *Brg1*-deleted mesoderm. Downregulated gene-associated enhancers show greater average loss in H3K27ac than all enhancers. (D) Box plots of log_2_-fold change in H3K27ac for predicted enhancers in *Brg1*-deficient cultures. Enhancers are separated into Brg1-bound and unbound cohorts based on the presence or absence of a Brg1-enriched region, respectively. (E,F) Box plots of log_2_-fold change in H3K27ac (E) or expression of the nearest gene (F) for static and activated enhancers in *Brg1*-deficient cultures. (G) H3K27ac at putative enhancer regions proximal to the *Mesp1* and *Cyp26a1* genes. *y*-axis shows reads per bin per million.

To investigate whether Brg1 regulates enhancer activity directly through its recruitment to these loci, we partitioned mesodermal enhancers into Brg1-bound or Brg1-unbound cohorts. We found that Brg1-bound enhancers showed greater losses in H3K27ac than those without Brg1-enrichment, providing evidence that Brg1 directly modulates H3K27ac at enhancers (Fig. 6D). 

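Predicted enhancers were parted into 1058 that a Brg1-bound region overlapped and 12856 that none overlapped. Of the bound enhancers, 64.4% were overlapped by a region of 4-OHT replicate 1 and 71.0% by a region of replicate 2 (mean 67.7% ± 4.68, SD, n = 2). Of the unbound enhancers, 59.5% and 61.5% were overlapped (mean 60.5% ± 1.47, SD, n = 2). In either 4-OHT replicate 73.3% of bound and 66.4% of unbound enhancers were still called, an odds ratio of 1.39 (two-sided Fisher's exact test, p = 3.11e-06), so by this measure bound enhancers lost H3K27ac less often. Bound enhancers were wider, with a median of 1700 bp against 650 bp, and wide enhancers were more often still called. Within 10 groups of equal width the direction changed. The Cochran-Mantel-Haenszel odds ratio was 0.541, and bound enhancers were kept less often in 8 of the 10 groups. When a region in any FLAG replicate was enough to call an enhancer bound, the odds ratio was 1.03 (Fisher's exact test, p = 0.449). The paper takes greater losses in read density at Brg1-bound enhancers as evidence for a direct effect of Brg1 on H3K27ac there.

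**Figure D1:**
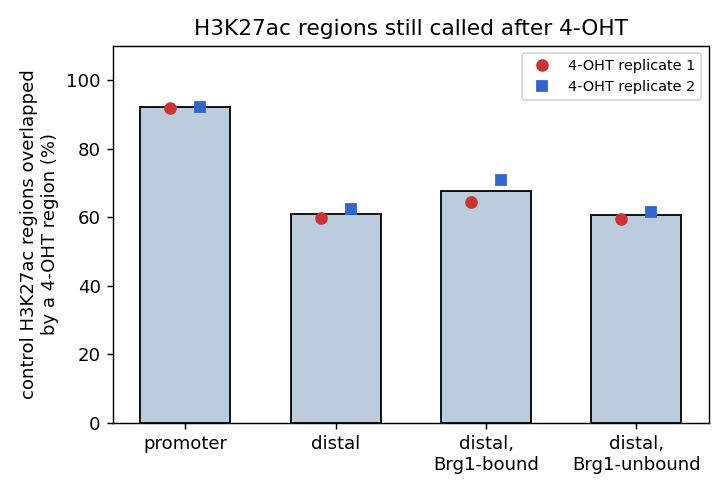
Percent of control H3K27ac regions overlapped by a 4-OHT region at promoter regions, distal regions, and Brg1-bound and Brg1-unbound distal regions. Bars show the mean of the 2 4-OHT replicates and points each replicate, with promoter regions at 92.1% and distal regions at 61.0%.

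**Figure D2:**
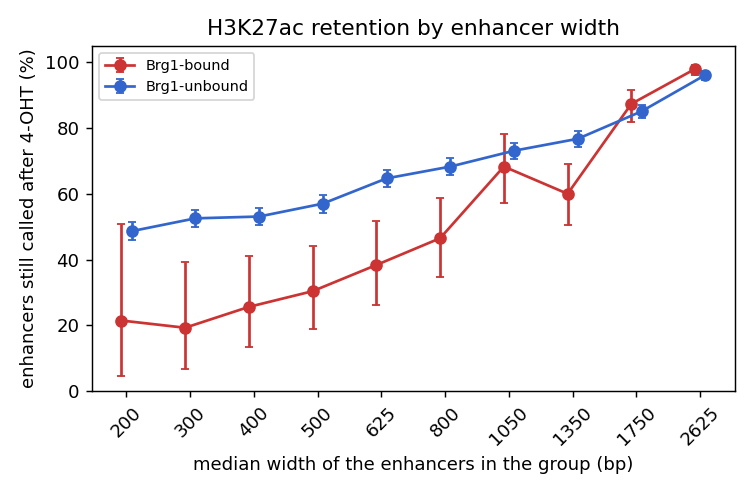
Percent of predicted enhancers still called after 4-OHT (y axis) in 10 groups of equal width, with the median width of each group in bp on the x axis, for Brg1-bound (red) and unbound (blue) enhancers. Error bars are 95% exact binomial confidence intervals, and bound enhancers lie below unbound enhancers in 8 of the 10 groups.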

We also observed greater occurrence of Brg1-bound enhancers proximal to significantly downregulated genes than expected by chance alone (*P*=0.0002, hypergeometric test). A potential indirect role for *Brg1* in enhancer regulation through transcriptional control of histone modifying enzymes was discounted, as expression of histone acetyltransferases responsible for depositing H3K27ac at enhancers was not affected by loss of *Brg1* (supplementary material Fig. S7). These data support a direct role for *Brg1* in control of enhancer activity.

Enhancer usage is highly cell-type specific and dynamic during cell differentiation, and H3K27ac enrichment distinguishes active enhancers from other enhancer states (Calo and Wysocka, 2013). Given the requirement for *Brg1* for H3K27ac levels at enhancers proximal to downregulated genes and that many of these genes are induced during mesoderm differentiation (Fig. 4A), we hypothesized that *Brg1* might be required to activate quiescent enhancers during mesoderm differentiation. To test this, we used our published enhancer predictions in directed cardiac differentiations of ESCs to distinguish enhancers that are dynamically activated during mesoderm differentiation from those that remain active from undifferentiated cell states (Wamstad et al., 2012). We overlapped our 16,725 predicted enhancers with those identified at an analogous stage of ESC differentiation and divided this cohort into ‘activated’ or ‘static’ enhancers, based on whether these regions were uniquely marked by H3K27ac in mesodermal cultures or marked in both mesodermal cultures and ESCs, respectively. As expected, genes proximal (nearest gene) to activated enhancers are transcriptionally activated during mesoderm induction (data not shown). Whereas static enhancers showed no changes in H3K27ac on average (median log_2_-fold change=0.012), activated enhancers had reduced H3K27ac in *Brg1*-deleted mesoderm (median log_2_ fold change=−1.02) (Fig. 6B,E). Genes proximal to activated enhancers showed greater reductions in gene expression upon loss of *Brg1* than those proximal to static enhancers (Fig. 6F). Moreover, we found that activated enhancers were significantly enriched for Brg1 occupancy compared with static enhancers (Chi-squared test, *P*=3.043e^−11^). Thus, our data reveal that Brg1 activity is most important at regulatory regions that are transitioning in activation status.

Consistent with a role for *Brg1* in activation of mesodermal enhancers, we found multiple Brg1-bound enhancers near the mesodermal genes *Flk1* and *Cyp26a1* that showed marked loss of H3K27ac in *Brg1*-deleted mesoderm (Fig. 6G; supplementary material Fig. S5). This included an experimentally validated regulatory region ∼30 kb upstream of the *Flk1* TSS that directs early mesodermal expression in the mouse embryo (Ishitobi et al., 2011). Furthermore, we detected a clear reduction in H3K27ac within a Brg1-bound region roughly 5 kb upstream of the *Mesp1* TSS, which functions as a regulatory enhancer for *Mesp1* expression (Haraguchi et al., 2001) (Fig. 6G). These enhancers are not marked by H3K27ac in ESCs and, thus, are activated during mesoderm differentiation to coordinate the transcriptional activation of nearby genes. 

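*Cyp26a1* lies on the plus strand of chromosome 19 from 37772298 to 37776018 (mm9). Downstream of it, 2 intergenic H3K27ac regions held Brg1-bound regions. The nearer, from 37792526 to 37795175 and 21.6 kb from the TSS, held the Brg1-bound region from 37793051 to 37793575. Its bases covered by H3K27ac were 2000 and 2425 bp in the control replicates and 1100 and 2100 bp in the 4-OHT replicates. The farther, from 37813826 to 37815225 and 42.2 kb from the TSS, held the Brg1-bound region from 37814851 to 37815150. It covered 850 and 1400 bp in the control replicates and was called in neither 4-OHT replicate. H3K27ac regions 18.2 kb downstream and 38.4 kb upstream held no Brg1-bound region, although FLAG replicates 1 and 2 each listed a region in both. The first covered 2350 and 3250 bp in control and 1500 and 1800 bp after 4-OHT, the second 1300 and 2550 bp and 0 and 250 bp. Another, 41.5 kb upstream and without any FLAG region, covered 200 and 525 bp in control and 0 and 325 bp after 4-OHT. With 2 replicates per condition, no exact permutation test of a single region can reach a p under 0.333.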

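*Flk1*, annotated as *Kdr*, lies on the minus strand of chromosome 5 from 76328852 to 76374483 (mm9). The Brg1-bound regions from 76404176 to 76404475 and from 76404876 to 76405350 lay 29.8 and 30.6 kb upstream of its TSS. Both lay within an H3K27ac region from 76399801 to 76406425, which covered 5325 and 6625 bp in the control replicates and 2100 and 3800 bp in the 4-OHT replicates. This region is within 2.5 kb of another annotated TSS and so is not among the 13914 distal regions. Of 3 other upstream H3K27ac regions within 50 kb, those at 23.8 and 44.9 kb were called in neither 4-OHT replicate and that at 34.8 kb was called over 275 bp in 1 of them, and none of the 3 held a Brg1-bound region.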

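*Mesp1* lies on the minus strand of chromosome 7 from 86937127 to 86938674 (mm9). Upstream of it, an H3K27ac region from 86941126 to 86945100 had its centre 4.44 kb from the TSS and held the Brg1-bound region from 86942251 to 86943525. It covered 3625 and 3975 bp in the control replicates and 2450 and 3075 bp in the 4-OHT replicates, so that both 4-OHT values lay below both control values. Its nearest edge lay just within 2.5 kb of the TSS, so it counts as a promoter region here. Another Brg1-bound region, from 86934426 to 86934825, lay 4.05 kb downstream of the TSS in an H3K27ac region from 86934451 to 86935025. This H3K27ac region covered 475 and 575 bp in control and 375 and 500 bp after 4-OHT. The H3K27ac region over the *Mesp1* promoter, from 86935651 to 86938925, held no Brg1-bound region. It covered 1875 and 3275 bp in control and 575 and 1325 bp after 4-OHT. Narrower H3K27ac regions without a Brg1-bound region, 4.91 and 5.82 kb downstream and 17.3 kb upstream, were also covered less after 4-OHT.

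**Figure D3:**
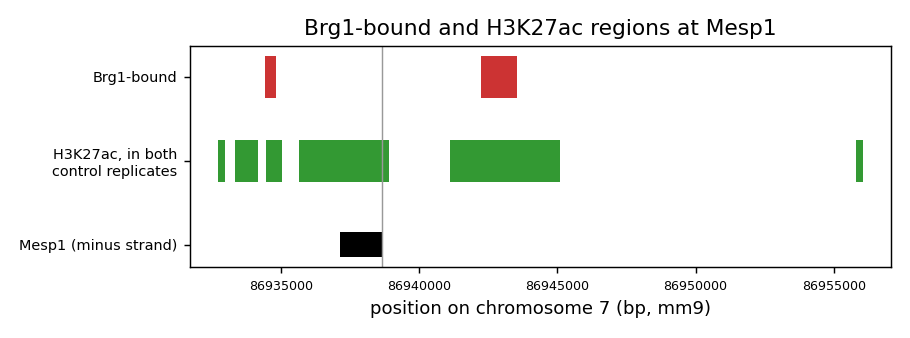
Map of chromosome 7 around *Mesp1* (x axis, position in bp, mm9), with Brg1-bound regions in red, H3K27ac regions called in both control replicates in green, and the gene in black with a grey line at its TSS. The Brg1-bound region from 86942251 to 86943525 lies inside the upstream H3K27ac region.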

We propose that *Brg1* regulates the transcriptional induction of mesodermal gene expression through binding to distal regulatory regions and facilitating the recruitment of these regions towards the activation of nearby genes.

Finally, Brg1 has been observed to associate with large enhancer collectives that have been dubbed ‘super’ or ‘stretch’ enhancers (Hnisz et al., 2013; Parker et al., 2013; Whyte et al., 2013). Based on correlation with transcriptional activity, these large stretches of H3K27ac have been proposed to be associated with highly cell type-specific gene regulation. We identified 4894 ‘super-enhancers’, of which 594 were bound by Brg1. Although these had significant reductions in H3K27ac occupancy in the absence of Brg1, the loss of H3K27ac was significantly less pronounced than smaller dynamic enhancers (supplementary material Fig. S6). Thus, Brg1 is important for activating initially silent enhancers and is less important at larger enhancers, perhaps due to redundant mechanisms of enhancer activation (Hnisz et al., 2013).

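The paper's text does not define its super-enhancers, so predicted enhancers of at least 3 kb were taken as broad. Of 469 such enhancers, 99.6% (95% exact binomial confidence interval 98.5 to 99.9) were still called in either 4-OHT replicate, against 65.8% (interval 65.0 to 66.6) of the 13445 narrower ones, an odds ratio of 121 (two-sided Fisher's exact test, p = 1.44e-79). With a region required in both 4-OHT replicates the odds ratio was 26.1. A broad region has more chance of being overlapped whatever its signal. The median log2 ratio of covered length, 4-OHT to control, was -0.21 at broad and -1.25 at narrower enhancers, a measure chosen after the lists had been seen. Brg1-bound regions overlapped 174 broad enhancers (37.1%) and 884 narrower ones (6.57%). When distal regions within about 13 kb of each other were stitched into 9097 stretches, the 910 widest, of at least 9335 bp, were still called in 93.3% of cases, where any overlap along a stretch is enough, and 256 of them were overlapped by a Brg1-bound region. Of the single enhancers, 72.4% inside these stretches and 65.4% outside them were still called, a much smaller gap. From the smaller loss at broad enhancers in its own comparison, the paper concludes that Brg1 is less important there, and proposes redundant mechanisms of activation.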

### *Brg1* is required for H3K27me3 at developmental regulators in mesodermal cultures

We next investigated the mechanism by which *Brg1* regulates the repression of developmental regulators in *Brg1*-deleted mesoderm. Intersection of our RNA-seq analysis with published ChIP-seq datasets of H3K27me3 and Polycomb subunit occupancy in undifferentiated ESCs demonstrated that upregulated genes were highly enriched for Polycomb targets (Ku et al., 2008) (supplementary material Fig. S8). Given that *Brg1* positively regulates PRC2 repression of *Hox* loci in undifferentiated ESCs (Ho et al., 2011), we hypothesized that *Brg1* is broadly required for PRC2-mediated silencing in differentiating mesoderm.

To test this, we measured genome-wide occupancy of H3K27me3 in control and 4-OHT-treated mesodermal cultures by ChIP-seq in biological triplicate. 

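For H3K27me3, the mark deposited by PRC2, the authors deposited lists of enriched regions for 3 replicates per condition, called over input at the same threshold as H3K27ac. The control replicates 1, 2 and 3 listed 16959, 8798 and 8977 regions covering 8.38, 11.0 and 10.0 Mb. The 4-OHT replicates 1, 2 and 3 listed 10394, 7872 and 6787 regions covering 4.74, 8.99 and 7.62 Mb. In both conditions replicate 1 differed from the others, with a median width of 250 bp against 350 to 425 bp. Of the bases covered in either, control replicate 1 shared 48.4% with 4-OHT replicate 1 but 39.9% and 39.2% with control replicates 2 and 3, which shared 76.2% with each other. Regions enriched in at least 2 of 3 control replicates formed a control set of 6473 regions covering 12.6 Mb. At genes, the number of bases covered by H3K27me3 regions within 5 kb on each side of the TSS was taken per replicate, so that a fully covered window holds 10001 bp and can rise no further.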

We analyzed the enrichment of H3K27me3 at the promoters of genes upregulated by loss of *Brg*1 in normal mesodermal cultures and found that a subset of these genes (termed group I) were substantially enriched for H3K27me3 (Fig. 7A). This subset included nearly all derepressed developmental TFs. 

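The list of group I genes was not used here, so the check covers 13 genes that the paper names as upregulated by loss of *Brg1*. Of these, 10 were covered by H3K27me3 in at least 2 control replicates, namely *Wnt9a*, *Wnt7b*, *Wnt4*, *Wnt10a*, *Wnt6*, *Sfrp1*, *Frzb*, *Tbx5*, *Nkx2-5* and *Irx1*. The mean covered length over control replicates ranged from 667 ± 536 bp (SD, n = 3) at *Frzb* to 8534 ± 2540 bp (SD, n = 3) at *Nkx2-5*. No H3K27me3 region lay within 5 kb of *Wnt8a*, *Myocd* or *Mef2b* in any control replicate.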

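Among the transcription factors in the list of 13, *Tbx5* (8427 ± 2142 bp, SD, n = 3), *Nkx2-5* and *Irx1* were covered by H3K27me3 in all control replicates, and *Myocd* and *Mef2b* were not. All 39 genes of the 4 *Hox* clusters were covered in at least 2 control replicates.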

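Of the 10 named upregulated genes covered by H3K27me3, 3 (*Wnt9a*, *Wnt10a* and *Frzb*) also had an H3K27ac region within 5 kb of the TSS in both control replicates. Of the 3 genes without H3K27me3, 2 (*Wnt8a* and *Mef2b*) had H3K27ac in both control replicates. Across the genome, 2.67% of the 6473 H3K27me3 control regions overlapped an H3K27ac control region, and 0.833% of their bases were covered by one.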

In agreement with the exclusivity of the two marks, group I genes were relatively low in H3K27ac, which instead marked a second subset of upregulated genes with few developmental regulators (group II).

**Fig. 7.**
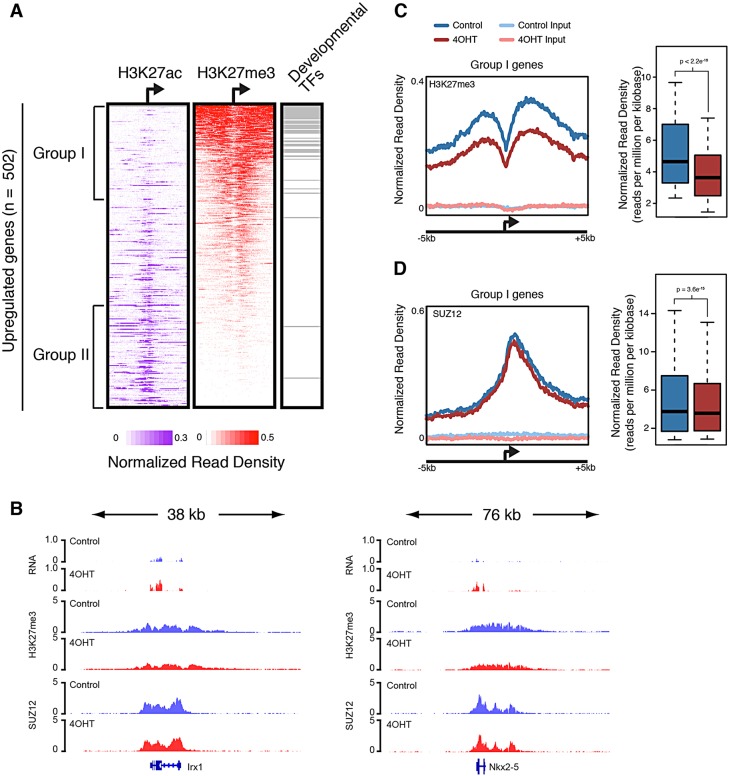
***Brg1* is required for H3K27me3 levels at derepressed developmental regulators.** (A) Density of ChIP-seq reads for H3K27ac and H3K27me3±5 kb of the TSS of upregulated genes. Regions are ranked according to H3K27me3 density. Right bar indicates distribution of developmental transcription factors (TFs). Most developmental TFs are marked by H3K27me3 and not by H3K27ac. (B) Example genomic regions with loss of H3K27me3 at derepressed genes. *y*-axis denotes reads per bin per million. (C,D) (Left) Average ChIP-seq or input signal from control or 4-OHT-treated cultures at promoters of group I genes for (C) H3K27me3 or (D) Suz12. (Right) Box plot of normalized (C) H3K27me3 or (D) Suz12 ChIPseq read density at group I gene promoters (±5 kb of TSS) for day 4 control (blue) or day 4 4-OHT (red). Significance between groups was determined using a two-sided paired Mann–Whitney *U*-test.

We focused on group I genes and compared H3K27me3 genome-wide maps from control and 4-OHT-treated mesodermal cultures, to determine whether loss of *Brg1* led to reduced levels of H3K27me3. 

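Genome-wide, the number of H3K27me3 regions was 11578 ± 4661 (SD, n = 3) in control and 8351 ± 1851 (SD, n = 3) after 4-OHT, a ratio of 0.721 (two-sided exact permutation test, p = 0.4). Within replicate numbers 1, 2 and 3 the ratios were 0.613, 0.895 and 0.756. The covered length was 9.81 ± 1.33 Mb (SD, n = 3) and 7.12 ± 2.17 Mb (SD, n = 3), a ratio of 0.726 (exact permutation test, p = 0.2, where 3 replicates against 3 cannot give a p under 0.1). The covered length was lower after 4-OHT for each of the 3 replicate numbers, with ratios of 0.565, 0.817 and 0.760. Of 19499 merged regions, 205 were called in all control and no 4-OHT replicates and 9 in all 4-OHT and no control replicates. Within 5 kb of the TSS of the 13 named upregulated genes, the mean covered length per gene was 4046 ± 1260 bp (SD, n = 3) in control and 3221 ± 1417 bp (SD, n = 3) after 4-OHT, a difference of -825 bp (exact permutation test without regard to replicate numbers, p = 0.5). Within replicate numbers the differences were -995, -627 and -853 bp. The mean was lower at 10 of the 10 genes covered, and all 10 were still covered in at least 2 4-OHT replicates. Of the 6473 control regions, 1025 were overlapped by no 4-OHT list. The widest of them were 3875 bp on chromosome 6 from 47596551 to 47600425, 2900 bp on chromosome 2 from 178375051 to 178377950 and 2850 bp on chromosome 13 from 56312301 to 56315150. All 3 were intergenic, with *Ezh2*, *Cdh26* and *Tifab* as the nearest protein-coding genes.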

Whereas most developmental TFs were still marked by H3K27me3 in Brg1-depleted cultures, we observed clear, reproducible reductions in H3K27me3 at group I genes (Fig. 7B,C; supplementary material Fig. S5C). 

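*Irx1* lies on the minus strand of chromosome 13 from 72095680 to 72101171 (mm9), and H3K27me3 covered 6352 ± 1468 bp (SD, n = 3) within 5 kb of its TSS in control and 5335 ± 2033 bp (SD, n = 3) after 4-OHT (two-sided exact permutation test, p = 0.6). *Nkx2-5* lies on the minus strand of chromosome 17 from 26975609 to 26978510, and H3K27me3 covered 8534 ± 2540 bp (SD, n = 3) in control and 7946 ± 3367 bp (SD, n = 3) after 4-OHT (exact permutation test, p = 0.7). At *Nkx2-5* control replicates 2 and 3 and 4-OHT replicate 2 covered the whole window of 10001 bp, so a change of signal there cannot be seen in the covered length. The difference at neither gene exceeded the SD of either condition. By replicate number, the covered length at *Irx1* was lower after 4-OHT in all 3.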

Clear examples of this are *Irx1* and *Nkx2-5*, two homeodomain TFs that are upregulated upon loss of *Brg1* (Fig. 7B). We did not observe reduced expression of PRC2 subunits or H3K27 demethylases in our RNA-seq analysis, arguing against an indirect effect on H3K27me3 levels through *Brg1* transcriptional regulation of these chromatin regulators (supplementary material Fig. S7). We next considered that reduced levels of H3K27me3 might result from abrogated recruitment of PRC2 or reduced activity of recruited complexes. To distinguish between these two possibilities, we measured genome-wide occupancy of Suz12, an essential subunit of PRC2 complexes (Surface et al., 2010), in control and 4-OHT-treated mesodermal cultures in biological duplicate. 

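For Suz12, the authors deposited lists of enriched regions for 2 replicates per condition, called over input at the same threshold as the histone marks. The control replicates listed 2951 and 2913 regions covering 3.68 and 4.07 Mb, and the 4-OHT replicates listed 3654 and 4016 regions covering 3.58 and 4.77 Mb. Of the bases covered in either replicate, 77.9% were covered in both control replicates and 71.2% in both 4-OHT replicates. The number of regions was 2932 ± 26.9 (SD, n = 2) in control and 3835 ± 256 (SD, n = 2) after 4-OHT, a ratio of 1.31 (two-sided exact permutation test, p = 0.333, the smallest p that 2 replicates against 2 allow). The covered length was 3.88 ± 0.276 Mb (SD, n = 2) and 4.17 ± 0.841 Mb (SD, n = 2), a ratio of 1.08 (exact permutation test, p = 1) that fell to 0.922 without 4-OHT replicate 2.

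**Figure D4:**
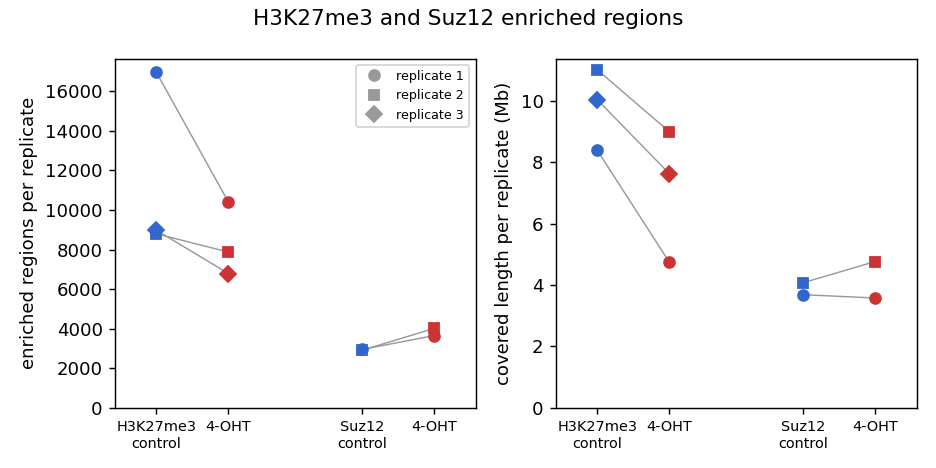
Number of enriched regions (left) and covered length in Mb (right) of each H3K27me3 and Suz12 replicate in control (blue) and 4-OHT-treated (red) cultures. Circles, squares and diamonds are replicates 1, 2 and 3 and grey lines join equal replicate numbers. The covered length of H3K27me3 is lower after 4-OHT for all 3 replicate numbers.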

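Suz12 covered 9 of the 13 named upregulated genes within 5 kb of the TSS in both control replicates, namely the genes covered by H3K27me3 other than *Frzb*. In both control replicates 1988 Suz12 regions were enriched, of which 97.4% overlapped an H3K27me3 control region. In both 4-OHT replicates 2571 were enriched, of which 87.0% overlapped an H3K27me3 region enriched in at least 2 4-OHT replicates.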

Suz12 demonstrated clear enrichment at group I genes in both normal and *Brg1*-deleted cultures. Composite analysis of all group I genes revealed a modest, albeit statistically significant, reduction in Suz12 occupancy (Fig. 7D); however, this reduction was small in comparison to the reduction in H3K27me3. Thus, Brg1 probably modulates PRC2 repression independently of PRC2 recruitment.

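Within 5 kb of the TSS of the 13 named upregulated genes, the mean length covered by Suz12 per gene was 2782 ± 190 bp (SD, n = 2) in control and 2626 ± 322 bp (SD, n = 2) after 4-OHT, a difference of -156 bp (two-sided exact permutation test, p = 0.667) within the spread between replicates. The change was -5.61% for Suz12 and -20.4% for H3K27me3 at the same genes. At the 39 *Hox* genes the order was the opposite, with -12.1% for Suz12 and -9.37% for H3K27me3, and the difference between the marks was tested at neither set. The mean length covered by H3K27me3 at *Hox* genes was 9429 and 9335 bp in control replicates 2 and 3, near the full window of 10001 bp. A loss of signal in a full window need not change its covered length, so the order at *Hox* genes decides nothing. Among the named upregulated genes, the mean length covered by Suz12 was lower at 6 genes and higher at 4. Without 4-OHT replicate 1 the direction changed, to 71.7 bp more after 4-OHT. Genome-wide, the difference between the marks in the mean log2 ratio of covered length was 0.60 (exact permutation test over replicate numbers, p = 0.1, the smallest that 3 numbers against 2 allow). From the small reduction in Suz12 beside that in H3K27me3, the paper proposes that Brg1 modulates PRC2 repression independently of PRC2 recruitment.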

## DISCUSSION

Our findings support a role for *Brg1* in balancing lineage-specific gene expression (summarized in Fig. 8). In particular, *Brg1* is essential for transcriptional activation of essential mesodermal genes during mesoderm induction. Our genome-wide occupancy data support a primary role for *Brg1* at distal enhancers rather than at promoters. The absence of a strong correlation between Brg1 promoter occupancy and gene regulation might reflect the greater stability of chromatin states at promoter regions seen across cell-types and during differentiation (Ernst et al., 2011; Wamstad et al., 2012).

**Fig. 8.**
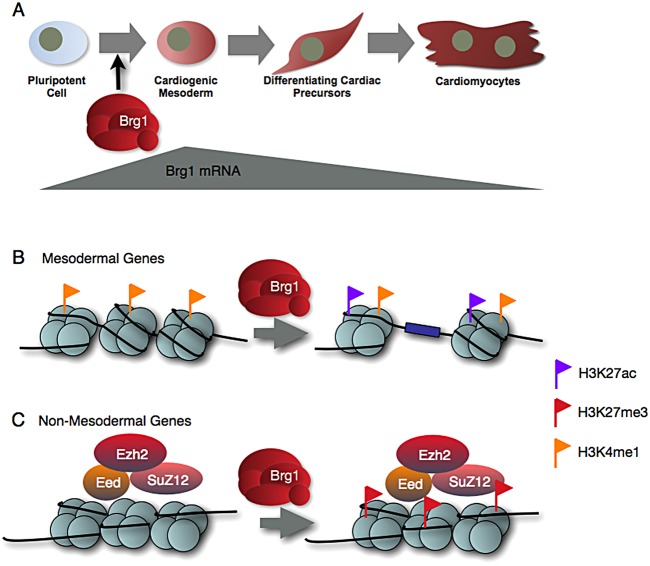
**Summary model.** (A) Dynamic expression of Brg1 during cardiac differentiation peaks at the mesoderm stage. Brg1 function is most crucial during the mesoderm-induction stage. (B,C) Mechanisms of Brg1 function during mesoderm induction. (B) Brg1 is required for silent or poised enhancer to transition to an H3K27ac^+^ active state. (C) Brg1 is required at non-mesodermal genes to promote Polycomb complex-mediated repression.

Brg1-bound loci distal to TSSs largely overlapped putative enhancer regions marked by H3K27ac, consistent with findings in other cell types (Euskirchen et al., 2011; Hu et al., 2011; Rada-Iglesias et al., 2011; Yu et al., 2013). Our data show that H3K27 acetylation depends on Brg1 at a number of loci. Of particular interest, our findings demonstrate that differentiating ESCs are most sensitive to Brg1 function at dynamic enhancer regions, pointing to an essential role for *Brg1* in the transition of developmental enhancers from inactive to active. This might reflect the importance of chromatin remodeling in the conversion of inaccessible chromatin to open chromatin by facilitating TF binding and histone acetyltransferase recruitment. A similar function for BAF complexes has been proposed downstream of Cer1-mediated activation of *Nkx2-5* (Cai et al., 2013). BAF and the related yeast SWI-SNF complexes mediate TF recruitment (Hu et al., 2011; Kwon et al., 1994; Takeuchi and Bruneau, 2009), but the functional interplay between SWI-SNF family complexes and histone acetyltransferases is less clear (Agalioti et al., 2000; Narlikar et al., 2002). Our data suggest that *Brg1* enhances the function of histone acetyltransferases at transitioning enhancers, but the mechanism for this interaction is not clear. Once enhancer regions acquire characteristics of open chromatin, such as H3K27ac, they appear less dependent on *Brg1* in maintaining these characteristics. Thus, our findings predict that, whereas Brg1 might be recruited broadly to enhancer regions in many cell types, *Brg1*-dependent gene expression is likely to reflect those regions undergoing dynamic chromatin remodeling.

*Brg1* is also required for repression of a diverse group of developmental regulators during mesoderm differentiation. BAF complexes have classically been annotated as Trithorax group (TrxG) complexes, which counteract Polycomb-mediated repression, based on studies in *Drosophila* (Tamkun et al., 1992). Indeed, *brm* knockdown leads to increased H3K27me3 in addition to reduced H3K27ac in flies (Tie et al., 2012). In mouse ESCs, loss of *Brg1* is linked to reduced H3K27me3 levels at *Hox* clusters, classic Polycomb targets (Ho et al., 2011). Our study demonstrates that loss of *Brg1* disrupts Polycomb repression of *Hox* clusters, as well as a broad range of other developmental regulators, during ESC differentiation. Thus, cooperativity between PRC2 and BAF complexes is not unique to the pluripotent state and is probably a crucial function for BAF complexes in lineage commitment. 

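H3K27me3 covered 86.7% ± 18.4 (SD, n = 3) of the *Hoxa* cluster on chromosome 6 from 52105366 to 52210874 (mm9) in control and 79.8% ± 24.0 (SD, n = 3) after 4-OHT. The shares were 62.9% ± 12.6 and 54.9% ± 16.8 at *Hoxb* on chromosome 11 from 96055630 to 96229570, 89.4% ± 14.2 and 80.5% ± 19.0 at *Hoxc* on chromosome 15 from 102751534 to 102867274, and 81.8% ± 16.8 and 75.1% ± 21.1 at *Hoxd* on chromosome 2 from 74506367 to 74603200. Over the 39 *Hox* genes, the mean covered length within 5 kb of the TSS was 8362 ± 1768 bp (SD, n = 3) in control and 7578 ± 2273 bp (SD, n = 3) after 4-OHT (two-sided exact permutation test, p = 0.5), lower in each of the 3 replicate numbers and lower in the mean at all 39 genes. For Suz12 the mean was 7853 ± 494 bp (SD, n = 2) and 6900 ± 923 bp (SD, n = 2) (exact permutation test, p = 0.667), lower in the mean at 36 of the 39 genes. All 39 genes were still covered by H3K27me3 in at least 2 4-OHT replicates.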

The nature of PRC2/BAF cooperativity is unclear. 

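Of the 2390 Brg1-bound regions, 40 (1.67%, 95% exact binomial confidence interval 1.20 to 2.27) overlapped 1 of the 6473 H3K27me3 regions enriched in at least 2 control replicates. Random placement gave a mean of 0.616% (two-sided permutation test with 10000 placements, p = 0.0002, the smallest they can give). Among the 1810 distal Brg1-bound regions, 11 (0.608%, interval 0.304 to 1.08) overlapped an H3K27me3 region, against 0.257% when they were placed at random over 2.5 kb from a TSS (permutation test, p = 0.0152). Among the 580 at promoters 29 did (5.00%, interval 3.37 to 7.10), against 3.92% when placed at random at promoters (permutation test, p = 0.224). Placement within these classes was chosen after the result had been seen. With FLAG replicates 2 and 3 alone the share was 0.694%, against 0.673% at random, and with replicates 1 and 3 alone it was 0.813%, against 0.657%. Each of these shares rests on 1 region, too few to tell an excess from none. At 1 of the 39 *Hox* genes, *Hoxb3*, a Brg1-bound region lay within 2.5 kb of the TSS.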

Our ChIP-seq analysis of Brg1 occupancy revealed few clear peaks within H3K27me3-marked domains, whereas Brg1 was found to co-occupy more clearly PRC2-regulated loci in developing organs, including heart (Attanasio et al., 2014). Therefore, in mesoderm Brg1 might associate with Polycomb-repressed genes in rare, transient interactions that are below our threshold for detection. Our ChIP-seq analysis revealed little change in Suz12 occupancy at derepressed genes, suggesting that *Brg1* is dispensable for Suz12 recruitment and might regulate PRC2 activity at bound loci. Nucleosome density affects PRC2 activity *in vitro* (Yuan et al., 2012). Thus, chromatin remodeling by BAF complexes could increase PRC2 efficiency by augmenting nucleosome fluidity. This model requires further exploration.

## MATERIALS AND METHODS

### Cardiomyocyte differentiation

Mouse ESCs were cultured in feeder-free conditions and serum containing media with leukemia inhibitory factor. Directed differentiations were performed as described previously (Wamstad et al., 2012). For Brg1 deletion, *Brg1^fl/fl^*;*Actin-CreER* ESCs (Ho et al., 2009; Ho et al., 2011), cultures were treated with 200 nM 4-hydroxytamoxifen (4-OHT) diluted from a 5 mg/ml stock solution in tetrahydrofuran (THF) or with only THF for control. Additional details are provided in the supplementary material Methods.

### Quantitative PCR

RNA was extracted using TRIzol and reverse transcribed using a High-Capacity cDNA Reverse Transcription kit (Applied Biosystems). Quantitative PCR was performed in technical triplicate using Taqman probes and expression was normalized to *Gapdh*. The following probes were used: *Mesp1* – Mm00801883_g1, *Gapdh* – 4352932E.

### Western blotting, immunofluorescence and FACS analysis

For cell surface staining, cells were trypsinized, quenched with serum and washed in FACS buffer. Cells were stained with biotinylated anti-Flk-1 (Hybridoma Clone D218; 1:10,000) antibody, washed and stained with PE-conjugated anti-Pdgfra (eBioscience, 12-1401-81; 1:400) and APC-Streptavidin (1:200). Cells were analyzed on an LSRII flow cytometer (BD). For intracellular staining, cultures were trypsinized, fixed and stained with anti-cTnT (Thermo Scientific #MS295, Clone 13-11; 1:100) antibody, followed by secondary antibody. All steps were performed in D-PBS with 0.5% saponin and 4% FBS. Western blotting was performed using standard techniques. Briefly, protein lysate was sonicated and cleared by centrifugation. Supernatant was diluted and boiled. Following electrophoresis, protein was transferred to a PVDF membrane. Membranes were incubated with desired antibody in 5% milk TBST overnight at 4°C, then washed in TBST and stained with secondary antibody. After antibody staining, membranes were washed, incubated in SuperSignal chemiluminescence substrate (Thermo Scientific) and visualized. Antibodies used were anti-Brg1 (Santa Cruz, sc-10768; 1:2000), anti-actin (Sigma, A1978; 1:2000) and anti-FLAG (Sigma, M2; 1:2000). For immunofluorescence, cultures were fixed, and, after blocking, were incubated with primary antibody at 4°C overnight. Slides were washed and incubated in secondary antibody. Slides were stained with Hoechst 33342 (10 μg/ml) in D-PBS, and immediately imaged in 50 μl D-PBS. The anti-cTnT (Thermo Scientific #MS295, Clone 13-11; 1:100) antibody was used.

### RNA-seq

Total RNA was isolated from 1.5-2×10^6^ cells using TRIzol reagent in biological duplicates for each experimental condition. 8 μg of total RNA was used as input material for the preparation of the RNA-Seq libraries, according to Illumina RNA Seq library kit with minor modifications. Briefly, mRNA was isolated using Dynabeads mRNA Purification Kit (Invitrogen), followed by fragmentation (Ambion) and ethanol precipitation. First- and second-strand synthesis were performed followed by end repair, A-tailing, adapter ligation and size selection on a Beckman Coulter SPRI TE nucleic acid extractor. 200-400 bp dsDNA was enriched by 13 cycles of PCR with Phusion High-Fidelity DNA Polymerase (NEB). Amplified libraries were sequenced on an Illumina HiSeq 2000.

### RNA-seq analysis

Single-end 40-bp reads were aligned to the mouse genome (mm9) using Bowtie (Langmead et al., 2009). Differential gene expression between conditions was determined using the USeq package (Nix et al., 2008) considering all Refseq genes. Genes with an FDR of ≤1% and twofold expression change were considered significantly differentially expressed unless otherwise noted. USeq was also used to calculate reads per kilobase exon per million reads (RPKM) and fold change values between conditions. Mapped reads were filtered to allow a maximum of 50 identical reads, and genes expressed <0.5 RPKM in all conditions were excluded from subsequent analysis. GO analysis was performed using Go Elite (http://www.genmapp.org/go_elite/), with all genes having an RPKM >0.5 in at least one condition serving as the gene universe. Graphical representation of upregulated and downregulated genes was performed in R.

### ChIP-seq/ChIP-exo

Chromatin immunoprecipitation of histone modifications were performed according to Lee et al. (2006) with minor modifications, in biological duplicate for H3K27ac, Suz12 and FLAG. H3K27me3 ChIP-seq was performed in biological triplicate. Additional details are provided in the supplementary material Methods. Antibodies used were anti-FLAG (Sigma, M2 F1804; 10 µg), anti-H3K27ac (ActiveMotif, #39134; 5 µg), anti-H3K27me3 (Millipore, 17-622; 5 µg) and anti-Suz12 (Bethyl, A302-407A; 5 µg). ChIP-seq analysis pipeline and statistical methods are provided in the supplementary material Methods.

Brg1 ChIP-exo was performed as previously described (Serandour et al., 2013) using anti-Brg1 antibody (Abcam, 110641; 3 µg). Briefly, Brg1 ChIP was performed, and, while still on magnetic beads, the immunoprecipitated DNA was polished, ligated with P7 adapter and nicks were repaired. The resulting DNA was digested with Exo I and RecJ_f_ exonucleases (NEB). Exonuclease-digested DNA was eluted from the beads, cross-links were reversed and the bound protein was digested with proteinase K at 65°C overnight. DNA was purified using Agencourt Ampure XP beads (Beckman Coulter), denatured, and the single-stranded DNA was used to synthesize the second strand using P7 primer, followed by ligation of P5 adapter. The resulting DNA fragment was PCR-amplified, gel-purified and sequenced using an Illumina HiSeq 2500 sequencer at a minimum depth of 25 million mapped reads, with most exceeding 30 million.

### Data deposition

All sequencing data have been deposited in GEO (accession number GSE45448).

## Supplementary Material

Supplementary Material

# Supplementary material for: Brg1 modulates enhancer activation in mesoderm lineage commitment
**Source:** Development. 2015 Apr 15;142(8):1418–30. doi: 10.1242/dev.109496
**Supplement:** Supplementary Material

Supplementary Material 

# Brg1 modulates enhancer activation in mesoderm lineage commitment

## DEV109496 Supplementary Material

**Files in this Data Supplement:**

- Supplementary Material

How the deposited data were processed for this re-analysis (not part of the article)

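The 28 samples are mouse ESC-derived mesodermal cultures at day 4. They comprise ChIP-seq against FLAG in 3 replicates, H3K27ac in 2 control and 2 4-OHT replicates, H3K27me3 in 3 and 3, Suz12 in 2 and 2, and 11 input samples. Conditions and replicate numbers were taken from the sample labels and checked against the paper. For FLAG the labels give 3 replicates of *Brg1* f/f;*Actin-CreER* cells, whereas the paper gives duplicates of Brg1-FLAG ESCs, and all 3 were used alike.

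The authors deposited 17 lists of enriched regions, called in each replicate separately over input with a Poissonian model. The threshold in the lists is 1e-06 for FLAG and 1e-12 for the other marks, which is read here as a p-value. Aligner, read filters and read depth are not stated in the text used here. Each list holds chromosome, start and end without a score, count or p-value per region, so no signal, fold change or depth per sample can be given, and a stronger or a more deeply sequenced library cannot be told from its list alone. The number and covered length of the regions stand in for depth. All edges are multiples of 25 bp, the narrowest region is 25 bp wide and regions of one list lie at least 225 bp apart. Positions match the mm9 build, in which chromosome 1 is 197195432 bp long and the furthest region on it ends at 197068100, and the GENCODE annotation of that build was used, with 86842 TSSs and 22202 protein-coding genes. The inputs were used by the authors in calling and not used here otherwise.

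From the lists, regions of replicates that shared at least 1 bp were merged. A region was Brg1-bound when enriched in at least 2 of 3 FLAG replicates, an H3K27ac control region when enriched in both control replicates, and an H3K27me3 control region when enriched in at least 2 of 3. Regions whose nearest edge lay within 2.5 kb of a TSS were promoter regions and the rest distal, and distal H3K27ac control regions were predicted enhancers. A control region was kept when a region of either 4-OHT replicate overlapped it. A loss therefore means a region no longer called, which depends on the threshold and on region width and differs from the read densities that the paper compares. Gene windows were 5 kb on each side of the TSS. Genes and loci named in the text are those for which the paper reports ChIP data, those its text names as upregulated or downregulated, the *Hox* clusters, and for H3K27ac and H3K27me3 the 3 widest control regions that no 4-OHT list overlaps.

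Overlap with other regions was tested by 10000 random placements of each region on its own chromosome, or 2000 for the alternative of at least 50% overlap, and for H3K27me3 also by placement within promoter or distal positions. Kept and missing regions of 2 classes were compared by Fisher's exact test, or by the Cochran-Mantel-Haenszel test within 10 groups of equal width. Regions are not replicates, so these tests describe the libraries and the value of each replicate is given beside them. Totals and covered lengths per replicate were compared by exact permutation tests, whose smallest two-sided p is 0.333 for 2 replicates against 2 and 0.1 for 3 against 3. Confidence intervals are exact binomial at 95% and cover counting error only. Results with 1 replicate left in a condition are given without a p.

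Whether replicate numbers pair the samples was checked by the correlation, over merged regions, of same-numbered control and 4-OHT replicates' deviations from their condition means. For H3K27me3 the correlations were 0.932, 0.875 and 0.796 for numbers 1, 2 and 3. Replicate 1 differed from the others in both conditions, so the deviations of replicates 2 and 3 can correlate under either numbering. Control replicate 3 shared 72.3% of joint bases with 4-OHT replicate 2 and 67.3% with 4-OHT replicate 3. The lists therefore set replicates 1 apart as a pair but do not show that numbers 2 and 3 pair the samples. The alternatives tried were other thresholds by width, other overlaps, promoter distances, annotations and replicate combinations, equal numbers of regions per replicate, regions joined within 1 kb, and each replicate left out.

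The calculations were tested on simulated regions. In the simulation of H3K27ac retention, loss or retention was recovered for 100% of 4000 regions. In the simulation of overlap by random placement, 6 of 100 unrelated sets had a p of at most 0.05. Covered length equalled a base-by-base count in 55 of 55 windows. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9 were used. The paper's RNA-seq, ChIP-exo, group I gene list, super-enhancers and ESC enhancers were not analysed here, so its conclusions on expression and on static or activated enhancers have no values here.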

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

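The test of broken regions and the comparison with other pairings of the libraries were chosen after the result had been seen. Suz12 regions called in both 4-OHT and neither control replicate numbered 360 of 4674 merged regions, against 48 called in both control and neither 4-OHT replicate. The paper does not report Suz12 regions outside derepressed genes, and the regions stand out because no control library lists them. Compared with regions called in all 4 libraries they were narrow, with a median width of 487.5 bp against 1587.5 bp, and similar in location, with 83.1% against 79.7% within 2.5 kb of a TSS.

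False calls at background positions are argued against as the whole cause, because 57.2% of the 360 regions lay in H3K27me3 control regions, where random placement put 0.656% (one-sided permutation test, p = 0.0001, the smallest that 10000 placements can give). Of the regions called in all 4 libraries 98.7% lay there, so false calls among the 4-OHT-only regions outside the mark are not excluded. Wide control regions broken into several are argued against as the whole cause. When the regions of all 4 libraries were merged, so that pieces of one control region count once, the control libraries called 2403 and 2615 merged regions (mean 2509 ± 150, SD, n = 2) and the 4-OHT libraries 2730 and 3752 (mean 3241 ± 723, SD, n = 2), a ratio of 1.29. The difference exceeds the larger SD only narrowly. More sensitive calling in the 4-OHT libraries cannot be told apart from a change in Suz12. With the 2913 widest regions of each library, 224 were 4-OHT-only and 92 control-only, a ratio of 2.43. The other pairings of the 4 libraries gave ratios of 22.5 and 3.21 with equal numbers of regions, from 90 against 4 and 45 against 14 regions. A ratio of this size therefore also arises between libraries that the treatment does not part. Those pairings rest on fewer regions than the 224 and 92 of the real one. As deposited, those pairings gave 118 against 8 and 67 against 13 regions. Read depth, which the lists do not give, would be needed to decide. A change in Suz12 after loss of *Brg1* therefore stays open beside a difference between libraries.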

How the results depend on the processing

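Of the 129 alternatives computed, 124 were set before the data were examined. The other 5, random placement within promoter and distal classes, an enhancer set from either condition, the covered length of bound and unbound enhancers in width groups, and consensus sites in groups of equal GC content for each of 2 comparisons, were chosen after seeing the data. So were the measures of covered length and the search for consensus sites themselves. The covered length and the enhancer set from either condition were added once the comparison of bound with unbound enhancers had been seen to go against the paper's direction. Results kept their direction and their side of the threshold, or moved by less than their spread, under 103 alternatives, were weaker under 4, reversed under 3 and moved under 19. For totals and gene sets over 2 or 3 replicates the spread can exceed the effect, so being unchanged says little. The H3K27me3 difference at named upregulated genes counts as unchanged at -14.2 bp without 4-OHT replicate 1, against -825 bp with all replicates.

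The number of Brg1-bound regions rested on FLAG replicates 1 and 2, with 123 to 2363 regions across the 3 counts that each left out one replicate and 126 with all 3 replicates required, as replicate 3 lists few regions. Their share in promoters was 16.2% at 1 kb, 32.8% at 5 kb and 19.0% with TSSs of protein-coding transcripts only. Predicted enhancers numbered 28566 from either control replicate, 6742 from the upper 50% of each list by width, and 21048 to 24276 with one control replicate left out, which the number of regions required follows by construction. The overlap of distal Brg1-bound regions with enhancers stayed above random placement under all 8 alternatives, from 59.6% to 81.3%.

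The odds ratio of H3K27ac retention at distal against promoter regions stayed far below 1 under all 11 alternatives, from 0.0858 to 0.203, with 0.131 to 0.203 across the 4 fits that each left out one replicate. That of Brg1-bound against unbound enhancers did not hold. It was 0.541 in width groups, which reversed it, 1.03 (Fisher's exact test, p = 0.449) with any BRG1-FLAG replicate, and 1.06 (p = 0.478) with enhancers of either condition, where the cause was not tested. It was 1.23 to 2.28 across the 4 fits that each left out one replicate. Broad enhancers kept H3K27ac more often under both alternatives that gave a value, 6.11 for stitched stretches, where any overlap is enough, and 26.1. At 5 kb 77 of 77 were kept, so the odds ratio is infinite and no value is given.

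H3K27me3 regions called in every control and no 4-OHT replicate numbered 205, 89 with regions within 1 kb joined and 97 with equal numbers of regions, in each case more than the reverse. The covered length of Suz12, 1.08 times control, reversed to 0.922 without 4-OHT replicate 2 and was at most 1.23 with another replicate left out. The Suz12 difference at named upregulated genes, -156 bp, reversed to 71.7 bp without 4-OHT replicate 1 and was -384 bp at its lowest in such fits. The cause was not tested for either. For H3K27me3 at these genes the difference was -1551 to -14.2 bp across the 6 fits that each left out one replicate. The lower end came without control replicate 1 and the upper end without 4-OHT replicate 1, so replicate 1 was then in 1 condition only. The share of Brg1-bound regions in H3K27me3 regions was 0.694% without FLAG replicate 1 and 0.813% without replicate 2, both no longer past the threshold, as each rests on 1 region, and 1.69% without replicate 3.

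The replicate number was also taken as a block, although for H3K27me3 the lists set apart only replicates 1 as a pair. With this block, the H3K27me3 ratio was 0.746 for regions and 0.705 for covered length. The difference at named genes was -825 ± 185 bp (SD over pairs, n = 3). By exact permutation within pairs p was 0.25 for each, the smallest that 3 pairs allow, so this test cannot decide whether the block changes a call. The differences at named genes were -995, -627 and -853 bp, all negative and each larger than their SD over pairs. H3K27ac and Suz12 replicates share only a number, with correlations of deviations of 0.418 and 0.444 that 2 pairs cannot tell apart. With the block, H3K27ac ratios were 0.866 and 0.930, Suz12 ratios 1.31 and 1.07 and the Suz12 difference -156 bp, and the retention odds ratios were 0.176 for distal against promoter and 1.81 for bound against unbound.

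Read depth is unknown, which limits each comparison of control with 4-OHT. With 2 or 3 replicates per condition no total can reach a p under 0.05 by the exact permutation test used here.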

Differences from the paper's values

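Exons held 1.84% of the Brg1-bound regions here, and the paper's share is about 5% in Fig. 5B, read by eye. None of the alternatives set before the data were examined closed the gap. The nearest was 3.18% with TSSs of protein-coding transcripts only, and the others were 2.38% with 1 kb from a TSS, 1.13% with 5 kb and 1.00% by the midpoint of the region.

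The paper states that Brg1-bound enhancers lost more H3K27ac than unbound enhancers. Here bound enhancers were more often still called after 4-OHT, with an odds ratio of 1.39. The direction was the paper's in 10 groups of equal width, an alternative set before the data were examined, with an odds ratio of 0.541. It was also the paper's for the change in covered length per enhancer, a measure chosen after seeing the values, with medians of -1.36 at bound and -1.12 at unbound enhancers on the log2 scale, a difference of -0.25 (permutation test, p = 0.0697) and a median of -1.21 over the width groups. With any BRG1-FLAG replicate the odds ratio was 1.03, and with enhancers of either condition, chosen after seeing the values, it was 1.06.

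In Fig. 5E the paper lists Pou5f1, Sp1, Sp5, Sox11 and Tcf4 motifs among those enriched at Brg1-bound enhancers. Their consensus sites here did not differ between bound and unbound enhancers, with ratios of 1.09 for Pou5f1, 0.988 for Sp1 and Sp5, 1.04 for Sox11 and 1.14 for Tcf4, nor within groups of equal GC content. The search was chosen after seeing the lists.

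In Fig. 5D the paper marks Brg1 with H3K27ac 48.5 kb upstream of *Has2* and at the *Sulf1* promoter, where no Brg1-bound region was called here. With any BRG1-FLAG replicate, both H3K27ac regions are overlapped, the first by 2 replicates at different positions and the second by replicate 1.

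For results not counted as different, some alternatives set before the data were examined came nearer to the paper's values. Predicted enhancers numbered 13914 here, fewer than in the paper, and 16641, close to the paper's number, when regions enriched in both replicates of either condition were taken. Promoters held 24.3% of Brg1-bound regions here and 23% in the paper, with 23.5% by the midpoint of the region and 23.6% without BRG1-FLAG replicate 2. The paper's 3027 Brg1-bound regions were reached by no setting, with 2390 found here. Its 691 genes with Brg1 near the TSS were not reached either. The 461 protein-coding genes found here lie just inside the limit of 1.5 times, 454 without BRG1-FLAG replicate 3 lie outside it, and 611 within 5 kb came nearest.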

Other observations

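The tests of width for bound enhancers, of calling noise for distal regions, of regrouped libraries for H3K27me3 and H3K27ac, of H3K27me3 replicate 1, of FLAG replicate 3 and of placement within promoter and distal classes, and the search for consensus sites, were chosen after the results had been seen.

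Distal H3K27ac regions were lost from the 4-OHT lists more often than promoter regions. A difference in region width is argued against as the whole cause, because the odds ratio within 10 width groups was 0.141 (Cochran-Mantel-Haenszel test, p below 1e-300). Calling noise alike in both conditions is argued against, because 12.6% of distal 4-OHT regions were missing from both control lists, against 33.1% in the other direction. Fewer regions called in the 4-OHT libraries are argued against as the whole cause, because the odds ratio was 0.109 with the 32161 widest regions of each library. The other pairings of the 4 libraries gave 0.270 to 0.508 with equal numbers of regions, so distal regions are lost more often than promoter regions between any pairs of libraries, and the gap was widest from control to 4-OHT. A lower enrichment alike at all regions of the 4-OHT libraries would also shorten promoter regions. Their median log2 ratio of covered length, a measure chosen after the lists had been seen, was 0.01, against -1.15 at distal regions. Promoter regions enriched in both replicates covered 17.6 Mb in control and 18.9 Mb after 4-OHT. These values argue against it as the whole cause. A lower enrichment that removes weak distal regions first cannot be excluded without read counts. A loss of distal H3K27ac with *Brg1* stays open beside it.

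Brg1-bound enhancers were more often still called after 4-OHT than unbound enhancers. The test is consistent with region width as the cause, since bound enhancers were wider and the odds ratio within 10 width groups was 0.541, below 1. Among narrow enhancers the difference was large. In the group with a median width of 500 bp, 30.4% of 56 bound and 57.0% of 1335 unbound enhancers were kept, whereas in the widest group 98.0% and 96.2% were kept. A hypothesis for a closer look is that a loss at Brg1-bound enhancers may be hidden where regions are too wide to lose their call. In the widest group the median log2 ratio of covered length was -0.547 at 401 bound and -0.250 at 990 unbound enhancers. This lies in the direction of the hypothesis, but the difference within that group was not tested.

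H3K27me3 regions were fewer and covered less length after 4-OHT. Among the 10 splits of the 6 libraries into groups of 3, 1, the real one, gave as many regions called in all of one group and none of the other, 214. No split of 3 against 3 can give a share under 0.1. With same-numbered replicates taken as pairs, the real split was also compared with the 3 other splits that part all pairs, which gave 22, 31 and 36. The 4 splits that keep both replicates 1 together gave 212, 198, 181 and 115, so the difference of replicate 1 can be about as large as that of the treatment. Less sensitive calling in the 4-OHT libraries cannot be told apart from a loss of the mark. With the 6787 widest regions of each library, control-only outnumbered 4-OHT-only regions 97 to 14, a ratio of 6.93, and the 3 other splits that part all pairs gave ratios of 1.33, 2 and 3.6. Equal numbers do not remove differences between libraries, as both replicates 1 and 4-OHT replicate 3 set against the rest still gave 19 against 190 regions. That split carries the difference of replicate 1, which the real split balances. Control replicates 1 and 2 with 4-OHT replicate 2, set against the rest, also part the replicates 1. This split gave 31 against 3 regions, a ratio of 10.3, above that of the real split but from fewer regions. Among the splits that part all pairs, the real one gave the largest ratio, but numbers 2 and 3 are not shown to pair the samples. The explanation stays open because read depth is unknown. For covered length, H3K27me3 and Suz12 moved apart by 0.60 on the log2 scale and for the number of regions by 0.81 (exact permutation test, p = 0.1 for each, the smallest possible).

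H3K27me3 replicate 1 was cut into more and narrower regions than replicates 2 and 3 in both conditions. A difference between library batches is a candidate explanation, since control and 4-OHT replicate 1 shared 48.4% of their joint bases, more than either shared with its own condition, at most 39.9% and 33.5%. The labels name no batch, and no biological explanation was tested.

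BRG1-FLAG replicate 3 listed 192 regions against 8021 and 8257. An unrelated library is argued against, because 154 of the 192 regions (80.2%) overlapped replicates 1 or 2, where random placement put 0.158% (one-sided permutation test, p = 0.0001, the smallest that 10000 placements can give). A weakly enriched library could also list mainly regions shared with replicates 1 and 2, so a largely failed one is not excluded. A lower yield of the library was not tested.

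Brg1-bound regions overlapped H3K27me3 regions more often than random placement. Promoter location shared by both is argued against as the whole cause. When each region was placed at random within its own class, at a promoter or distal, the share was 1.14%, below the 1.67% observed (two-sided permutation test, p = 0.0242) but above the 0.616% of placement anywhere. Location thus accounts for part of the overlap, and for the rest other properties shared by the regions were not tested. Of the 40 overlapping regions, 12 also overlapped an H3K27ac control region.

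Distal H3K27ac regions missing after 4-OHT were compared in sequence with those kept. The T-box site occurred in 3.17% of 4600 missing and 2.87% of 9314 kept regions (Fisher's exact test, p = 0.314, 0.627 after Benjamini-Hochberg adjustment over 10 sites) and the GATA site in 8.43% and 8.26% (p = 0.720). There was no difference for GC content to explain, so that test decides nothing, with a T-box odds ratio of 1.11 within 10 GC groups. The Sp1 and Sp5 site was rarer in missing regions, at 2.02% against 3.71% (Fisher's exact test, adjusted p = 2.95e-07, and Cochran-Mantel-Haenszel test in GC groups, adjusted p = 0.00159). The Foxh1 site was more frequent, at 4.11% against 3.22% (Fisher's exact test, adjusted p = 0.0410), and no longer so in GC groups (Cochran-Mantel-Haenszel test, adjusted p = 0.116). Both sites were picked out after their values were seen, and the regions were not grouped by width. No biological explanation was tested.

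Of the genes named as downregulated, *Kdr*, *Cxcr4*, *Cyp26a1* and *Pdgfra* were covered by H3K27me3 within 5 kb of the TSS in all control replicates. At *Kdr* the covered lengths were 2075, 2700 and 3075 bp in control and 450, 2575 and 2450 bp after 4-OHT, and at *Cxcr4* 525, 1525 and 1175 bp in control and 525, 750 and 650 bp after 4-OHT. At *Cyp26a1* they were 3050, 7903 and 7778 bp in control and 2100, 7828 and 8303 bp after 4-OHT, and at *Pdgfra* 375, 2300 and 3600 bp in control and 425, 2700 and 4210 bp after 4-OHT. Suz12 covered 0 and 650 bp at *Kdr*, 0 and 25 bp at *Cxcr4* and 725 and 1400 bp at *Pdgfra* in control. After 4-OHT it covered 775 and 1025 bp, 325 and 825 bp, and 1425 and 3150 bp at these genes. At *Cyp26a1* it covered 1928 and 2703 bp in control and 1928 and 3253 bp after 4-OHT. *Mesp1* and *Snai1* held no Suz12 region. The mean length covered by Suz12 rose at *Kdr*, *Cxcr4*, *Cyp26a1* and *Pdgfra*, opposite to its mean change at the named upregulated and *Hox* genes. This direction of Suz12 was not tested. The mean length covered by H3K27me3 fell at *Kdr*, *Cxcr4* and *Cyp26a1*, as at the named upregulated and *Hox* genes, and rose at *Pdgfra*.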
